# DJ-1 links muscle ROS production with metabolic reprogramming and systemic energy homeostasis in mice

**DOI:** 10.1038/ncomms8415

**Published:** 2015-06-16

**Authors:** Sally Yu Shi, Shun-Yan Lu, Tharini Sivasubramaniyam, Xavier S. Revelo, Erica P. Cai, Cynthia T. Luk, Stephanie A. Schroer, Prital Patel, Raymond H. Kim, Eric Bombardier, Joe Quadrilatero, A. Russell Tupling, Tak W. Mak, Daniel A. Winer, Minna Woo

## Abstract

Reactive oxygen species (ROS) have been linked to a wide variety of pathologies, including obesity and diabetes, but ROS also act as endogenous signalling molecules, regulating numerous biological processes. DJ-1 is one of the most evolutionarily conserved proteins across species, and mutations in DJ-1 have been linked to some cases of Parkinson's disease. Here we show that DJ-1 maintains cellular metabolic homeostasis via modulating ROS levels in murine skeletal muscles, revealing a role of DJ-1 in maintaining efficient fuel utilization. We demonstrate that, in the absence of DJ-1, ROS uncouple mitochondrial respiration and activate AMP-activated protein kinase, which triggers Warburg-like metabolic reprogramming in muscle cells. Accordingly, DJ-1 knockout mice exhibit higher energy expenditure and are protected from obesity, insulin resistance and diabetes in the setting of fuel surplus. Our data suggest that promoting mitochondrial uncoupling may be a potential strategy for the treatment of obesity-associated metabolic disorders.

## Abstract (web summary)

The protein DJ-1 is known to have antioxidant effects in cells. Here, the authors reveal that DJ-1 has a role in coupling mitochondrial respiration in skeletal muscles of mice, and show that absence of DJ-1 increases energy expenditure and protects mice from diet-induced obesity.

A fundamental physiological process in all living cells involves harnessing the energy stored in fuel substrates in an efficient manner for ATP generation. Thus living organisms have evolved a tightly regulated system to guard against any disruption in the metabolic pathways of fuel substrates^1^. During periods of famine, the efficient use and storage of energy confers a survival advantage^2^. However, in the modern world of sedentary lifestyles and easy access to calorie-dense foods, efficient fuel utilization often results in a surplus of energy, which is stored in the adipose tissue, thereby leading to the development of obesity and associated complications^3^.

Inefficient mitochondrial respiration generates reactive oxygen species (ROS), whose overproduction is thought to underlie a myriad of disorders including obesity-associated insulin resistance and type 2 diabetes. However, a growing body of evidence suggests that ROS act as signalling molecules and are required for maintaining physiological homeostasis^4^. For example, interventions that promote health and lifespan such as caloric restriction and physical exercise stimulate generation of free radicals in the mitochondria^5^, whereas antioxidant supplementation to attenuate ROS fails to demonstrate any beneficial effects in most of the large-scale intervention trials^6^,^7^,^8^,^9^. Indeed, antioxidant supplementation has been shown to counteract the insulin-sensitizing effects of exercise training in humans^10^.

ROS, in particular H_2_O_2_, promote insulin signalling by reversible oxidation and inhibition of protein tyrosine phosphatases (PTPs) such as PTP1B or phosphatase and tensin homologue (PTEN), thereby promoting insulin receptor autophosphorylation and phosphoinositide 3-kinase signalling, respectively^11^,^12^. In addition, mitochondria produce ROS in response to various stress signals, which lead to transcriptional changes in the nucleus in a process known as the retrograde response^13^. This activates cellular adaptive mechanisms that confer stress resistance and promote health and lifespan^14^,^15^. Whether ROS mediate the adaptive response to metabolic stress, and the specific molecular mechanisms responsible for ROS-induced health benefits are not completely understood.

DJ-1 is a highly conserved, ubiquitously expressed protein with homologues found in distant organisms including yeast and even bacteria^16^. DJ-1 is involved in the regulation of oxidative stress by directly quenching ROS upon oxidative modification of a conserved cysteine residue^17^ or by stabilizing the master regulator of antioxidant transcription, nuclear factor erythroid-related factor 2 (NRF2)^18^. Mutations in the gene encoding *DJ1* (also known as *PARK7*) are associated with early-onset recessive familial Parkinsonism^19^. As such, overexpression of *Dj1* protected neurons against oxidative stress-induced cell death^20^,^21^, whereas *Dj1* null mice exhibit increased susceptibility to a variety of oxidative insults^22^,^23^,^24^.

Despite the pro-survival and protective role of DJ-1 in neurons, an inactivating mutation in *dj-1β*, one of two DJ-1 orthologs in *Drosophila melanogaster*, was recently shown to increase mitochondrial H_2_O_2_ production and prolong lifespan under conditions of moderate oxidative stress^25^. These findings are consistent with the health-promoting role of ROS. Whether DJ-1 exerts a similar function in higher organisms via regulation of ROS is unknown.

In this study, we sought to examine the *in vivo* role of DJ-1, particularly in the context of chronic metabolic stress. We show that DJ-1 acts to promote efficient fuel utilization in the skeletal muscle. Elevated ROS induced by DJ-1 deficiency uncouple mitochondrial respiration and trigger Warburg-like metabolic reprogramming with activation of AMP-activated protein kinase (AMPK) and induction of glycolysis. These metabolic effects together increase energy expenditure in the skeletal muscle and confer resistance to obesity and diabetes in the setting of fuel surplus. Thus, our work identifies a novel metabolic role of the antioxidant protein DJ-1 and uncovers an important mechanism by which ROS confer health benefits.

## Results

### DJ-1 regulates ROS levels in skeletal muscle

Obesity-associated insulin resistance is often accompanied by oxidative stress with ROS accumulation in metabolic tissues^26^. Given its antioxidant role, we hypothesized that DJ-1 in metabolic tissues may modulate obesity-related ROS production. We first tested regulation of *Dj1* (also known as *Park7*) expression in C57BL/6 mice rendered obese and insulin resistant by prolonged high fat diet (HFD) feeding for 3 months. As shown in Fig. 1a, HFD upregulated *Dj1* messenger RNA (mRNA) in skeletal muscle, but not in liver or visceral adipose tissue. Closer examination of different muscles revealed an increase in *Dj1* in oxidative soleus muscle fibres but not in glycolytic extensor digitorum longus fibres following HFD (Supplementary Fig. 1a). In association with *Dj1* upregulation, we observed ROS accumulation in mouse skeletal muscle in response to HFD, with male mice displaying higher ROS levels under both chow and HFD conditions compared with female counterparts (Fig. 1b and Supplementary Fig. 1b). In line with its antioxidant role, DJ-1 deficiency led to a further increase in muscle ROS levels in HFD-fed mice (Fig. 1c,d and Supplementary Fig. 1c). This increase in ROS was due to a cell-autonomous role of DJ-1 in the skeletal muscle, as its knockdown in the mouse myoblast cell line C2C12 cells was sufficient to elevate intracellular ROS concentration (Fig. 1e,f and Supplementary Fig. 2). Together, these results suggest that DJ-1 modulates HFD-induced ROS production particularly in the skeletal muscle.

Surprisingly, in contrast to pancreatic β-cells in which DJ-1 deficiency accelerated basal and H_2_O_2_-induced cell death and attenuated glucose-stimulated insulin secretion^27^,^28^ (Supplementary Fig. 3), *Dj1* knockdown in C2C12 myotubes had no effect on cellular viability despite elevated ROS levels (Fig. 2a). Furthermore, DJ-1-deficient cells and tissues showed comparable levels of malondialdehyde (MDA), a marker for ROS-dependent lipid peroxidation, as their respective controls (Fig. 2b,c and Supplementary Fig. 4a,b). Consistent with this, transcription of antioxidant enzymes or genes upregulated under oxidative stress conditions was not affected by DJ-1 deficiency in muscle tissue (Supplementary Fig. 4c). Circulating reduced to oxidized glutathione ratio (GSH/GSSG) and H_2_O_2_ level were also similar in DJ-1 knockout (KO) mice and control littermates (Fig. 2d and Supplementary Fig. 4d). Taken together, these results suggest that muscle ROS accumulation in the setting of DJ-1 deficiency did not induce overt oxidative stress or damage. In fact, while increased ROS are commonly linked to activation of a proinflammatory response^29^, DJ-1 KO mice showed lower *Tnf* and *Il6* expression in their skeletal muscle (Fig. 2e), indicating attenuated inflammation.

### DJ-1 deficiency activates glycolysis in muscle via ROS

We next examined the effect of muscle ROS accumulation at the transcription level and analysed gene expression by microarray in C2C12 myotubes. 

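C2C12 is a mouse myoblast line that fuses into multinucleated myotubes when serum is withdrawn. Myoblasts were transfected with 60 nM of either scramble siRNA or an siRNA against *Dj1*, and differentiation was induced 48 h later and lasted 4 days. RNA from 3 cultures per group (6 arrays in all) was labelled and hybridized to a single Illumina mouse BeadChip, on which each probe is measured on many beads and each sample has its own array, so that no chip separates the groups. The authors deposited the mean signal intensity of every probe with its detection p-value, the bead number and the standard error over beads, without normalization and without background subtraction. The file lists 45281 probes. Median signal was 162, 167 and 154 on the scramble arrays and 161, 167 and 152 on the DJ-1 siRNA arrays. Between 16985 and 18179 probes per scramble array and between 18408 and 18857 per DJ-1 siRNA array had a detection p under 0.05, with a median of 36 to 41 beads per probe. The median standard error over beads was 11.3, 8.30 and 8.66 on the scramble arrays and 7.17, 6.36 and 5.88 on the DJ-1 siRNA arrays. Bead noise was thus higher, and fewer probes were detected, on every scramble array than on any DJ-1 siRNA array, and the effect of this on the calls was not tested separately. For the values given here, background was corrected and the arrays were quantile normalized with the neqc method of limma (normexp with an offset of 16, background taken from the detection p-values), on the log2 scale. The 17890 probes detected on at least 3 arrays were tested with limma's moderated test, and p was adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision of each value.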

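The targeted gene was examined first. *Dj1* is listed under its symbol Park7 with 1 probe (ILMN_2728754). Its normalized log2 signal was 13.53 ± 0.14 (SD, n = 3) in scramble myotubes and 12.37 ± 0.19 (SD, n = 3) in *Dj1* knockdown myotubes. This is a log2 fold change of -1.16 (standard error 0.14, adjusted p = 0.00344 from limma), which leaves 44.7% of the scramble signal. All 3 knockdown arrays lay below all 3 scramble arrays (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). The alternative that moved this value most was a shift of each array to a common 75th percentile in place of quantile normalization, which gave -1.003.

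**Figure D1:**
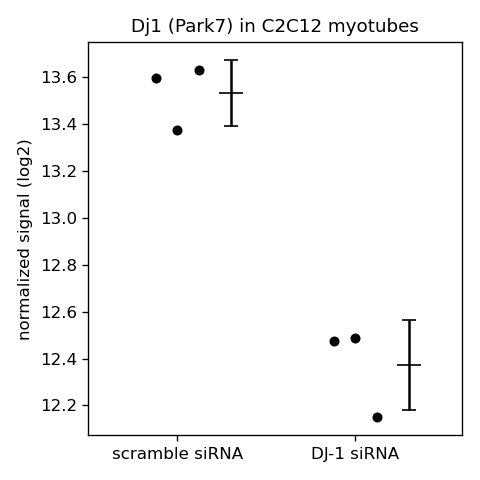
Normalized log2 signal of the Park7 probe on each array, by siRNA; points are single arrays, and the bar beside them is the mean with its SD. The scramble arrays lie between 13.37 and 13.63 and the DJ-1 siRNA arrays between 12.15 and 12.49 (the axis does not start at 0).

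Across the array, 5387 of the tested probes (30.1%) had an adjusted p under 0.05 between the groups, 2957 of them higher and 2430 lower after *Dj1* knockdown. Of these, 499 were higher and 526 were lower by 2-fold or more. With fewer arrays the count was lower, and it was 2564 without DJ-1 siRNA replicate 1 and 2718 without DJ-1 siRNA replicate 3. Groups that did not overlap were seen for 48.5% of the tested probes, where chance gives 10%. Among called probes whose groups did not overlap and that were detected on every array of a group, the 5 with the largest fitted rise were those of OSMR, Tram2 (2 probes), Srgap3 and Fam71f2. OSMR was not detected on any scramble array and was at least 7.83-fold higher after knockdown (adjusted p = 0.00224 from limma), taking the lowest detected signal of each scramble array as its limit. This bound is for the values as normalized here, and over the alternatives the log2 fold change of OSMR was as low as 1.782. The Tram2 probes were detected on 2 and 1 scramble arrays and Fam71f2 on 2, so that the size of these rises is uncertain. Over the alternatives their log2 fold changes were as low as 1.283 and 1.373 for Tram2 and 1.227 for Fam71f2. The enolase gene Eno2 stayed at 1.438 or higher, so which probes rose most depends on the processing. The 5 with the largest fitted fall were those of Myh4, IGH-6 (2 probes), TCEAL7 and Fxyd6. This order depends on the background correction, since TCEAL7 fell more than Myh4 and IGH-6 without it (-2.47 for TCEAL7, -1.91 for Myh4, and -1.59 and -1.47 for IGH-6 on the log2 scale with quantile normalization). The probes of IGH-6 were detected on 1 and 0 of the DJ-1 siRNA arrays, and the second was at least 7.35-fold lower (adjusted p = 0.00224 from limma). That bound too is for the values as normalized here, since the log2 fold change of the second probe came as near to no change as -1.459 over the alternatives. Myh4 was detected on 3 scramble arrays and on 1 of 3 DJ-1 siRNA arrays, so that the size of its fall is uncertain. Its fitted log2 fold change was -3.72 (standard error 0.23, adjusted p = 0.00224 from limma) and lay between -3.97 and -1.90 over the alternatives.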

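Probes for the enzymes of glycolysis, the lactate dehydrogenases and 3 glucose transporters were taken as 1 list with 32 tested probes. After *Dj1* knockdown, 12 of these probes were higher and 2 were lower at an adjusted p under 0.05 (limma). The counts adjusted over the list alone were also 12 and 2. The list was written with knowledge of the genes of the heat map (Fig. 3a), so this is not independent evidence. In total 24 of the 32 probes had a positive log2 fold change. The median log2 fold change of the list was 0.27 and the mean was 0.33. As a set, the list was shifted upwards by limma's camera with a preset inter-gene correlation of 0.01 (p = 0.014) and by the rotation test fry (p = 0.00646), but not by camera with the correlation estimated from the arrays, which was 0.137 (p = 0.287).

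The largest fitted rise was in the glucose transporter Slc2a3, with a log2 fold change of 1.89 (standard error 0.30, adjusted p = 0.00692 from limma). Its rank depends on the background correction, since with quantile normalization and no background correction it was at 1.27 and Eno2 at 1.47. By fitted value it was followed by the enolase gene Eno2 with 1.53 (standard error 0.16, adjusted p = 0.00299) and the aldolase gene Aldoc with 1.31 (standard error 0.28, adjusted p = 0.0156), whose call was lost with an unmoderated t-test and without DJ-1 siRNA replicate 1 or 3. The muscle enolase gene Eno3 fell by 0.92 on the log2 scale (standard error 0.14, adjusted p = 0.00585). The number of called probes of the list was 7 without DJ-1 siRNA replicate 1 or without DJ-1 siRNA replicate 3, and 8 without scramble replicate 2 or without scramble replicate 3.

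**Figure D2:**
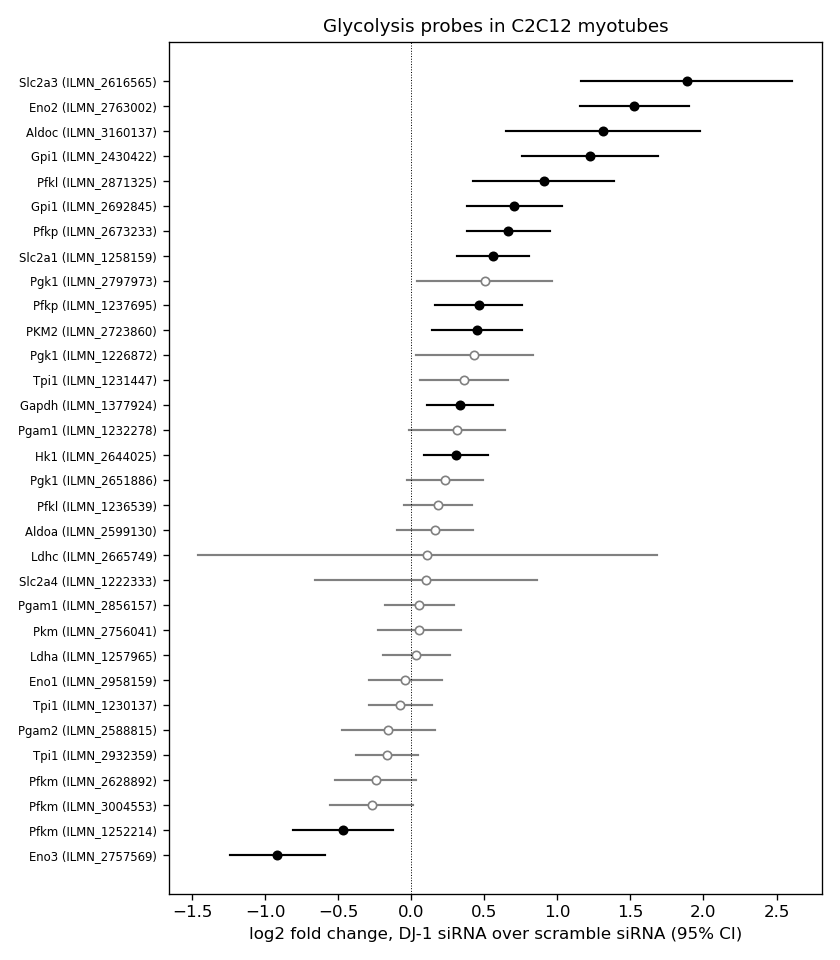
Log2 fold change of each tested glycolysis probe, DJ-1 siRNA over scramble siRNA, with its 95% confidence interval from limma; filled points have an adjusted p under 0.05 over all tested probes, and open points do not. The called probes run from 1.89 for Slc2a3 to -0.92 for Eno3, and the dotted line marks no change.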

Intriguingly, DJ-1-deficient cells exhibited a general upregulation of genes involved in glycolysis (Fig. 3a). This was confirmed by quantitative reverse transcription (RT)–PCR analysis both in myotubes and *in vivo* in muscle tissue (Fig. 3b and Supplementary Fig. 5a). In line with a shift towards glycolytic metabolism, soleus muscle from DJ-1 KO mice showed a shift from type I slow-twitch oxidative fibres to type IIa fast-twitch oxidative and type IIx fast-twitch glycolytic fibres, suggesting muscle adaptation to enhance glycolytic capacity (Fig. 3c). Furthermore, DJ-1-deficient cells exhibited a higher extracellular acidification rate (ECAR) as measured by a Seahorse XF24 Analyzer, indicating increased glycolytic flux (Fig. 3d). Consistent with enhanced glycolysis and consequently increased lactate production, conditioned media from *Dj1* knockdown myotubes showed lower glucose concentration, higher lactate and higher alanine concentration with a more acidic pH (Fig. 3e). Metabolism of glutamine, another important oxidative fuel, did not seem to be affected by DJ-1 deficiency (Supplementary Fig. 5b).

ROS are known to activate the glycolytic programme particularly in cancer cells^30^ through stabilization of hypoxia inducible factor (HIF) 1α^31^. In this context, glycolysis is proposed to generate a chemically reduced milieu associated with inhibition of ROS-induced damage and enhanced antioxidant defense^32^. Indeed, addition of H_2_O_2_ induced a rapid increase in ECAR in C2C12 myotubes (Fig. 3f), whereas treatment of myotubes with the superoxide dismutase-mimetic and antioxidant tempol completely abolished the increase in ECAR induced by *Dj1* knockdown (Fig. 3g), indicating that ROS can mediate glycolytic activation also in metabolic tissues. However, co-transfection with HIF1α short interfering RNA (siRNA) had no significant effect on ECAR in *Dj1* knockdown myotubes (Supplementary Fig. 5c), suggesting that glycolytic induction in the setting of DJ-1 disruption was independent of the HIF1α pathway.

### DJ-1 deficiency induces mitochondrial uncoupling via ROS

We therefore investigated alternative mechanisms mediating ROS-induced metabolic switch in muscle cells. DJ-1 acts to maintain mitochondrial dynamics^33^,^34^ and its disruption was shown to result in reduced mitochondrial transmembrane potential^35^. Consistent with a potential role of DJ-1 in mitochondrial homeostasis, we observed mitochondrial localization of a small fraction of DJ-1 protein in C2C12 cells (Fig. 4a). Mitochondrial content was not affected by DJ-1 deficiency, as indicated by no change in mitochondrial DNA (mtDNA) copy number and expression of genes involved in mitochondrial biogenesis (Fig. 4b and Supplementary Fig. 6a,b). Using transmission electron microscopy, we also found no apparent alteration in mitochondrial morphology or ultrastructure in DJ-1 KO mice (Fig. 4c). Next, to assess mitochondrial function, we analysed cellular bioenergetic profile using the Seahorse XF24 Analyzer (Fig. 4d). As shown in Fig. 4e, DJ-1-deficient cells had an increase in basal oxygen consumption rate (OCR) resulting mostly from a twofold elevation in proton leak, with mitochondrial ATP generation not significantly changed, leading to a reduction in coupling efficiency (Fig. 4f). Furthermore, addition of an exogenous uncoupler carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone (FCCP) increased OCR to a higher level in myotubes transfected with scramble siRNA than in *Dj1* knockdown cells (Fig. 4d). As such, DJ-1-deficient cells showed lower maximal respiration and spare respiratory capacity (Fig. 4g,h), suggesting that DJ-1 disruption reduces maximal respiration and/or uncouples the electron transport chain. Consistent with increased proton leak and reduced coupling efficiency, *Dj1* knockdown cells and DJ–1-deficient muscle tissue showed higher mRNA level of uncoupling protein 3 (*Ucp3*) (Fig. 4i,j), which can be activated by ROS^36^. This increase in mitochondrial uncoupling was dependent on ROS, as treatment with the antioxidant tempol abolished the increase in proton leak, leading to an attenuation in basal OCR in *Dj1* knockdown myotubes (Fig. 4k,l). Interestingly, despite induction of mitochondrial uncoupling, ATP concentration in muscle tissue was similar between DJ-1 KO mice and control littermates (Supplementary Fig. 6c), whereas *Dj1* knockdown in C2C12 myotubes led to an increase in cellular ATP levels (Supplementary Fig. 6d).

### AMPK mediates glycolytic induction in DJ-1 deficiency

Mitochondrial uncoupling activates AMPK^37^, the master regulator of cellular energy homeostasis, which upregulates glycolysis and enhances oxidative metabolism to maintain cellular energy charge^38^. In keeping with the increased uncoupling observed in *Dj1* knockdown myotubes, we observed an increase in AMPKα phosphorylation in DJ–1-deficient myotubes and muscle tissue (Fig. 5a,b). Co-transfection with AMPKα (*Prkaa2*) siRNA attenuated the increase in ECAR in *Dj1* knockdown cells (Fig. 5c), indicating that AMPK mediates, at least in part, induction of glycolysis in response to increased ROS. AMPKα knockdown also prevented the increase in OCR induced by DJ-1 deficiency (Fig. 5d,e) without restoring coupling efficiency (Fig. 5f), suggesting that AMPK is involved in enhancing mitochondrial oxidation, but not through increased uncoupling.

### DJ-1 deficiency improves glucose homeostasis in mice

In line with increased mitochondrial uncoupling, female DJ-1 KO mice, when subject to chronic HFD feeding, showed higher oxygen consumption (VO_2_), indicating increased energy expenditure (Fig. 6a). This difference was not explained by changes in physical activity (Fig. 6b), differences in brown fat mass (Fig. 6c) or brown fat expression of UCP1 that uncouples the respiratory chain for heat generation (Supplementary Fig. 7a). We also found no significant alteration in body temperature, energy intake or fuel source utilized in DJ-1 KO mice (Fig. 6d–f). Accordingly, while chow-fed DJ-1 KO mice did not differ from control littermates in terms of glucose homeostasis up to 5 months of age (Supplementary Fig. 8), when subject to a chronic HFD, DJ-1 KO mice, particularly females, were protected from HFD-induced obesity (Fig. 6g and Supplementary Fig. 9). This resistance to HFD-induced weight gain was primarily due to lower adiposity, as shown by reduced fat accumulation in the inguinal and perigonadal adipose depots (Fig. 6c) and smaller perigonadal adipocytes (Fig. 6h). Consistent with reduced adiposity, DJ-1 KO mice showed significantly lower leptin and resistin concentration in the circulation (Supplementary Table 1). Importantly, increases in adipose tissue mass were not accompanied by changes in expression of adipogenic or lipogenic genes (Supplementary Fig. 7b). Furthermore, the apparent negative energy balance was not accompanied by excess lipid deposition in the liver or changes to hepatic lipid metabolism gene expression (Supplementary Fig. 7c,d). Taken together, the protection from HFD-induced obesity led to enhanced glucose tolerance and insulin sensitivity in female DJ-1 KO mice (Fig. 6i–k and Supplementary Table 1) without changes in insulin signalling in the skeletal muscle (Supplementary Fig. 7e). DJ-1 deficiency also conferred metabolic protection in a genetic model of obesity such that *Dj1*^−/−^*Lep*^*ob/ob*^ mice showed a trend towards reduced body weight and were more glucose tolerant compared with *Dj1*^*+/+*^*Lep*^*ob/ob*^ littermates (Supplementary Fig. 7f,g). These results together indicate an essential contribution of DJ-1 to obesity-associated insulin resistance and glucose intolerance.

### Improved metabolism in DJ-1 KO mice is due to elevated ROS

To confirm an essential contribution of ROS to the observed phenotype of DJ-1 KO mice *in vivo*, we administered a low dose of the antioxidant N-acetyl-L-cysteine (NAC) to HFD-fed female mice. NAC treatment abolished differences in skeletal muscle ROS levels between the genotype groups without affecting circulating ROS (Fig. 7a). Furthermore, NAC abolished the enhanced insulin sensitivity present in DJ-1 KO mice as assessed by insulin tolerance test (ITT) (Fig. 7b). NAC also attenuated the increased AMPKα phosphorylation present in DJ-1 KO mice (Fig. 7c). These results together suggest that elevated muscle ROS were the driving force underlying the enhanced AMPK activation and improved metabolic parameters in the setting of DJ-1 deficiency.

## Discussion

In this work, we have uncovered a novel role of the antioxidant protein DJ-1 in energy homeostasis by regulating metabolic reprogramming in the skeletal muscle via ROS.

In line with its role as a redox sensor, various oxidative stress conditions have been shown to induce DJ-1 expression^39^. Here we show that HFD, a form of oxidative stress induced by nutritional overload, upregulates *Dj1* and the skeletal muscle seems to be the principal site affected. Given that skeletal muscle is the major tissue responsible for whole-body energy expenditure and insulin-stimulated glucose uptake, induction of DJ-1 might be an evolutionarily conserved adaptive response to offset increased pro-oxidant levels resulting from excessive fuel influx. Our results suggest that DJ-1 acts to maintain efficient fuel utilization; therefore, this upregulation in response to HFD would be evolutionarily advantageous when energy sources are scarce but would be ill-suited in the face of energy excess. Specifically, enhanced production of DJ-1 would function to keep ROS levels low and maintain the tight coupling of mitochondrial respiration and ATP generation. Consequently, energy is harvested efficiently from nutrient sources, predisposing to the development of obesity and metabolic disorders (Fig. 8a). Accordingly, in the absence of DJ-1, HFD-induced overproduction of ROS results in metabolic inefficiency, leading to the activation of AMPK and induction of glycolysis. These metabolic effects together increase energy expenditure in the skeletal muscle and confer resistance to obesity and type 2 diabetes (Fig. 8b).

While extensive evidence suggests that overwhelming production of ROS damages cellular macromolecules and leads to cell senescence or death, it is increasingly apparent that ROS at physiological levels are important in cell signalling and essential for survival. Interventions that extend lifespan such as caloric restriction, mild mitochondrial dysfunction and inhibition of the mammalian target of rapamycin pathway have all been linked to increased ROS production^14^. Furthermore, disruption of antioxidant proteins in rodent models often leads to protection from metabolic stress despite a strong oxidative stress response^40^,^41^. The apparent paradox in the functions of ROS suggests a non-linear dose–response relationship, or hormesis^13^,^14^,^15^.

Our results are in keeping with this hormetic relationship between ROS and health. In particular, the more profound metabolic protection seen in female DJ-1 KO mice may be related to sex differences in intracellular ROS levels. In humans, males express lower levels of antioxidants than female counterparts^42^. As such, females were shown to have lower lipid peroxidation in their skeletal muscle than age-matched males^43^. Consistent with this, in our mouse model, muscle ROS levels were always higher in male mice compared with female counterparts. Therefore, although the higher ROS concentrations in HFD-fed male DJ-1 KO mice were not enough to cause deterioration of glucose metabolism, they may be beyond the optimal level for metabolic benefits.

Our data have revealed a novel mechanism by which ROS activate cellular adaptive pathways to maintain energy homeostasis and confer resistance to metabolic stress. We show that ROS-induced mitochondrial uncoupling and the subsequent metabolic reprogramming with glycolysis induction promote energy expenditure in the skeletal muscle and contribute to healthy adaptation to energy overload. Indeed, emerging evidence supports the therapeutic potential of mild mitochondrial uncouplers for the treatment of obesity and related complications. For example, pharmacologically induced mild mitochondrial uncoupling has recently been shown in proof-of-concept studies to improve glucose homeostasis and attenuate insulin resistance in mice^44^,^45^. These uncouplers appear to act primarily in the liver by promoting lipid oxidation and energy expenditure, whereas our work indicates that mitochondrial uncoupling in the skeletal muscle can also be metabolically beneficial.

Consistent with increased uncoupling, DJ-1 deficiency upregulated muscle expression of *Ucp3* both *in vivo* and *in vitro*. Of note, both UCP2 and UCP3 have been implicated in metabolic homeostasis. UCP2, widely expressed, is proposed to play a role in pancreatic β cell glucose sensing such that its disruption increases β cell ATP levels, thereby enhancing glucose-stimulated insulin secretion^46^. However, the exact physiological role of UCP2 remains controversial^47^. On the other hand, UCP3, predominantly expressed in the skeletal muscle, has been shown to protect against oxidative stress^48^,^49^,^50^. Similar to our DJ-1 KO animals, mice overexpressing *Ucp3* in the skeletal muscle exhibit reduced metabolic efficiency^51^, increased energy expenditure and are protected from HFD-induced obesity and insulin resistance^52^,^53^,^54^. Conversely, obese individuals who are resistant to weight loss therapy demonstrate decreased UCP3 expression accompanied by reduced mitochondrial proton leak in their skeletal muscles^55^, suggesting that increased UCP3 may underlie DJ-1 deficiency-induced metabolic protection in our model.

We show that glycolysis activation in the setting of DJ-1 disruption was dependent on AMPK. Enhanced glycolytic flux would lead to an increase in cytoplasmic ATP production. With no change in mitochondrial oxidative phosphorylation (that is, ATP production from the electron transport chain), total ATP generation would be increased, which may explain the higher ATP concentration observed in DJ–1-deficient myotubes. While higher ATP levels suggest an increase in cellular energy charge, which would not promote AMPK activation, we speculate that in the setting of DJ-1 deficiency AMPK may be activated in response to calcium flux by calcium/calmodulin-dependent protein kinase kinase 2 (CAMKK2)^56^,^57^. Indeed, DJ-1 has been shown to regulate calcium homeostasis in the skeletal muscle such that loss of DJ-1 led to a more than twofold increase in resting intracellular calcium levels^58^.

Taken together, our study highlights the essential role of DJ-1 and ROS in maintaining metabolic homeostasis. Strategies to promote mitochondrial uncoupling and futile cycle activity in skeletal muscle may be a promising therapeutic option for the treatment of obesity and related metabolic disorders.

## Methods

### Animal model and diet

DJ-1 KO mice have been kindly provided by T.W.M.; their generation and genotyping have been previously described^22^. *Dj1*^−/−^*Lep*^*ob/ob*^ mice were generated by breeding *Dj1*^+/−^ mice with *Lep*^*+/ob*^ mice (Jackson Laboratories). All animals were housed in a specific pathogen-free facility at the Toronto Medical Discovery Tower (Toronto, ON, Canada) on a 12:12-h light/dark cycle with free access to water and standard irradiated rodent chow (5% fat; Harlan Teklad). All mice were maintained on a C57BL/6 background. Some mice were fed with a HFD (59% fat, 26% carbohydrates and 15% protein based on caloric content; F3282, Bio-Serv) for 3 months starting at 2 months of age. Animal experiments were approved by the Toronto General Research Institute Animal Care Committee.

### Cell culture

Murine C2C12 myoblasts (CRL-1772; ATCC) were maintained in a growth medium consisting of Dulbecco's modified Eagle's medium (DMEM) (4.5 g l^−1^ D-glucose) supplemented with 10% (vol/vol) FBS (Gibco) and 100 U ml^−1^ penicillin and streptomycin (Gibco). Cells were cultured in a humidified incubator under an atmosphere of 5% CO_2_ at 37 °C. Differentiation was induced by switching to differentiation medium consisting of DMEM supplemented with 2% horse serum (Gibco) when cells reached confluency. Myotubes were used for experiments following 4 days of differentiation. Rat insulinoma cells (INS-1) were cultured in RPMI 1640 medium (Gibco) supplemented with 11.1 mM D-glucose, 2 mM L-glutamine, 10 mM HEPES, 1 mM sodium pyruvate, 50 μM β-mercaptoethanol, 10% (vol/vol) FBS and 100 U ml^−1^ penicillin and streptomycin. Cells were maintained under a humidified condition of 95% air and 5% CO_2_ at 37 °C.

### siRNA transfection

For siRNA transfection, cells cultured in growth medium were transfected with 60 nM Silence Select siRNA (s81228 for *Dj1*; s134961 for *Prkaa2* and s67530 for *Hif1a*; Ambion) using Lipofectamine RNAiMAX reagent (Invitrogen) according to the manufacturer's reverse transfection protocol. For C2C12 cells, 48 h after transfection, cells were switched to differentiation medium and cultured for 96 h or otherwise indicated. For INS-1 cells, 72 h after transfection, cells were collected for subsequent analysis.

### Cell viability

Cell viability was assessed using the MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay. Briefly, cells were incubated in medium containing 0.1 mg ml^−1^ MTT until dark formazan crystals were visible. Medium was then aspirated, the crystals were solubilized using DMSO and absorbance was measured at a wavelength of 570 nm in a microplate reader. For each experiment, at least four replicates were used.

### Biochemical measurements

Glucose, lactate, pH, glutamine and glutamate levels in the culture medium were measured using the BioProfile FLEX analyzer (NOVA biomedical) at room temperature. Alanine concentration in the culture medium was determined using the L-alanine assay kit (ab83394; Abcam) according to the manufacturer's instructions.

### Cellular metabolic rate

C2C12 myoblasts were seeded at 10,000 cells per well in 24-well XF plates and transfected with scramble or *Dj1* siRNA. Myotubes were generated by replacing the medium with differentiation medium when cells reached confluency. After 4 days of differentiation, myotubes were switched to a bicarbonate-free medium and incubated for 1 h at 37 °C in a non-CO_2_ incubator. A Seahorse XF24 Analyzer (Seahorse Biosciences) was then used to measure the cellular bioenergetic profile. Each cycle included 3 min of mixing, a 2-min wait and measurement over 2 min. Three measurements were obtained at baseline and following injection of oligomycin (1 μM; Sigma), FCCP (0.5 μM; Sigma), and antimycin A and rotenone (1 μM; Sigma). Measurements were normalized to total protein content per well using the Bradford assay.

### Immunofluorescent staining

C2C12 myoblast cells (2.5 × 10^5^) were seeded on sterile glass coverslips and allowed to adhere overnight. Cells were then incubated for 30 min with 100 nM MitoTracker Red CMXRos (M7512) (Invitrogen), a dye that accumulates in active mitochondria, and fixed in 4% paraformaldehyde in 0.1 M PBS (pH 7.4). After washing, cells were incubated with antibody against DJ-1 (D-4; 1:100 dilution; Santa Cruz) for 2 h, after which a FITC-conjugated secondary antibody (1:100 dilution; Jackson ImmunoResearch Laboratories Inc.) was applied. Immunofluorescent images were obtained by a Zeiss inverted fluorescent microscope (Advanced Optical Microscopy Facility, Toronto, Ontario, Canada).

### Microarray

Total RNA from C2C12 myotubes transfected with scramble and *Dj1* siRNA (*n*=3 each) was isolated using the TRIzol reagent (Invitrogen). RNA quality was analysed using the Agilent 2100 BioAnalyzer. About 200 ng of RNA was labelled using Illumina TotalPrep-96 RNA Amplification kit (Ambion) according to the manufacturer's protocol. About 1,500 ng of complementary RNA generated was hybridized onto one Illumina Mouse WG-6 V2 BeadChip by standard procedures. The BeadChip was washed, stained and scanned on the iScan (Illumina). Data were quantified in GenomeStudio Version 2011.1 (Illumina) and analysed using GeneSpring GX12.6 software (Agilent Technologies).

### *In vivo* metabolic analyses

*In vivo* metabolic analyses were performed as previously described^59^,^60^,^61^. Briefly, all overnight fasts were carried out between 1700 and 0900 hours. Fasting blood glucose levels were measured after an overnight fast from tail vein blood with a glucometer (Contour; Bayer HealthCare). For glucose tolerance test, overnight fasted mice were injected i.p. with a D-glucose solution at a dose of 1 g kg^−1^ of body weight. For ITT, mice fasted for 4 h were challenged with an i.p. injection of insulin lispro (Humalog, Lilly) at a dose of 0.75 (for chow-fed mice) or 1.5 U kg^−1^ (for HFD-fed mice). Blood glucose levels were measured from tail vein blood at 0, 15, 30, 45, 60 and 120 min after injection with a glucometer. For insulin signalling experiments, mice fasted overnight were injected i.p. with insulin lispro (5 U kg^−1^, Humalog) or PBS. Tissues were harvested 10 min later. For glucose-stimulated insulin secretion, overnight fasted mice were injected i.p. with glucose (3 g kg^−1^) and blood was collected from saphenous vein at 0, 2, 10 and 30 min after injection. Serum insulin levels were determined by a mouse insulin ELISA kit according to the manufacturer's instructions (Crystal Chem). Body temperature was measured in fed mice between 1000 and 1100 hours using a rectal temperature probe.

### Energy balance measurements

To measure energy expenditure, mice were individually housed in a Comprehensive Laboratory Animal Monitoring System (Columbus Instruments) with free access to food and water. After 24 h acclimatization to the apparatus, data for 48-h measurement were collected. Respiratory exchange ratio was calculated as VCO_2_/VO_2_. Physical activity was determined by infra-red beam breaks in the *x-* and *z*-axes during one measurement interval. Food consumption was determined by weighing the chow or HFD before and after the measurement.

### Analysis of serum parameters

Blood was collected by cardiac puncture into serum separator tubes and centrifuged at 5,000*g* for 10 min at 4 °C. Serum adipokine levels were determined by the Milliplex mouse serum adipokine kit (Millipore).

### ROS determination

To determine ROS levels in cells, cells grown on coverslips or in 96-well plates were washed with antibiotic- and FBS-free DMEM, incubated with 1 μM CM-H_2_DCFDA (C6827; Invitrogen) at 37 °C for 30 min under 5% CO_2_ and washed again with PBS. Fluorescence was visualized using a Zeiss inverted fluorescent microscope or determined using a microplate reader with excitation wavelength at 490 nm and emission wavelength at 520 nm.

For determination of ROS production in skeletal muscle sections, frozen quadriceps cross-sections were washed with ice-cold PBS for 5 min, incubated with 300 nM CM-H_2_DCFDA in PBS at 37 °C for 30 min and washed again in ice-cold PBS to stop the reaction. Slides were mounted with anti-fade mounting media and visualized using a Zeiss inverted fluorescent microscope. Fluorescence intensity of at least four fields per section was quantified using the ImageJ software.

H_2_O_2_ levels in skeletal muscle lysates or serum were determined using the Amplex Red hydrogen peroxide assay kit (Invitrogen) as per the manufacturer's instructions. Briefly, quadriceps muscle was mechanically homogenized in ice-cold lysis buffer (50 mM Tris (pH 7.4), 1% (v/v) Triton X-100, 150 mM NaCl) and centrifuged at 1,000*g* for 10 min at 4 °C. The resulting supernatant was collected for H_2_O_2_ determination. H_2_O_2_ levels were normalized to the corresponding protein concentrations or volume of the serum sample.

### Detection of oxidative stress

Tissue and cellular levels of MDA were determined using a thiobarbituric acid reactive substances (TBARS) assay kit (Caymen Chemical) as per the manufacturer's instructions. Circulating level of GSH to GSSG ratio was determined using a GSH/GSSG ratio detection assay kit (ab138881; Abcam) following the manufacturer's protocol. ATP concentration was measured using the ENLITEN ATP assay system bioluminescence detection kit (Promega).

### Antioxidant treatment

C2C12 myoblasts were transfected with scramble or *Dj1* siRNA and treated with the superoxide dismutase-mimetic and antioxidant tempol (0.1 mM; Sigma). After 48 h, cells were switched to differentiation media and continued to be treated with tempol (0.1 mM) for 96 h.

For *in vivo* antioxidant treatment, female DJ-1 KO mice and littermate controls were fed a HFD for 3 months and administered NAC for 7 days (10 mg l^−1^ in drinking water; Sigma). Body weight and ITT were determined before and after treatment.

### Histology

Perigonadal adipose tissue was harvested, fixed in 4% paraformaldehyde in 0.1 M PBS (pH 7.4) and processed to paraffin blocks. Slides were cut in 7-μm-thick sections with 150 μm separation on three levels. Adipose tissue sections were stained with haematoxylin and eosin. Adipocyte size was measured using the cellSens software (Olympus). For Oil-red-O staining, livers were isolated, immersed in Tissue-Tek O.C.T. compound (Sakura) and immediately frozen using liquid nitrogen. Sections were fixed with 4% paraformaldehyde, washed with 60% isopropanol, stained with Oil-red-O (Sigma), then washed again with 60% isopropanol.

### Fibre type distribution analysis

To determine fibre type distribution in soleus muscle from HFD-fed female mice, immunofluorescence analysis of myosin heavy chain expression was performed as described previously^62^. All fibres within the entire muscle cross-section were characterized.

### MtDNA analysis

Total DNA was extracted from quadriceps muscle using phenol/chloroform/isoamyl alcohol (25:24:1). MtDNA content was calculated using real-time quantitative PCR by measuring expression level of a mitochondrial-encoded gene (*Cox2*) and normalizing it to expression level of a nuclear-encoded gene (Cyclophilin A (*Ppia*)). Primer sequences are listed in Supplementary Table 2.

### Transmission electron microscopy

Quadriceps muscle was cut into small pieces and fixed in Karnovsky's style fixative overnight at 4 °C. Samples were then postfixed in 1% osmium tetroxide in Sorensen's phosphate buffer for 2 h at room temperature, dehydrated and embedded in Epon Araldite. Resin blocks containing the tissue samples were cut using a Reichert Ultracut E microtome, and ultrathin sections (60–90 nm) were mounted on 300-mesh copper grids, counter stained using saturated uranyl acetate and lead citrate, and imaged by a Hitachi H7000 transmission electron microscope at an accelerating voltage of 75 kV.

### Immunoblotting

INS-1 cells, C2C12 myotubes, skeletal muscle and interscapular brown fat tissue were mechanically homogenized in ice-cold lysis buffer and centrifuged at 14,000*g* for 10 min at 4 °C. The resulting supernatant was separated by SDS–PAGE, and immunoblotted with antibodies to sarcomeric myosin heavy chain (MF20; 1:1,000 dilution; Developmental Studies Hybridoma Bank, University of Iowa), DJ-1 (D-4; 1:500 dilution), UCP1 (M-17; 1:500 dilution), actin (C-2; 1:1,000 dilution) (Santa Cruz Biotechnology), phospho-AMPKα (Thr172) (40H9; 1:1,000 dilution), total AMPKα (23A3; 1:1,000 dilution), phospho-Akt (Ser473) (1:500 dilution), total Akt (1;1,000 dilution), Bcl-xL (H-5; 1:500 dilution), GAPDH (14C10; 1:5,000 dilution) or α/β-tubulin (1:1,000 dilution) (Cell Signalling Technology). Protein band intensity was quantified by ImageJ software.

### Total RNA isolation and quantitative RT–PCR

Total RNA from liver tissue was isolated with RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol. Total RNA from C2C12 myotubes, skeletal muscle and perigonadal adipose tissue was isolated using the TRIzol reagent. mRNA was reverse transcribed with random primers using the M-MLV enzyme (Invitrogen), and quantitative PCR was performed using specific primers and SYBR Green master mix (Applied Biosystems) on a 7900HT Fast Real-Time PCR System (Applied Biosystems). Primer sequences are listed in Supplementary Table 2. Each sample was run in triplicate. The relative mRNA abundance of each gene was normalized to the expression levels of the housekeeping gene *18S*.

### Statistical analysis

The sample size was estimated to be 10–15 per genotype for metabolic studies and 3–6 for *in vitro* experiments and gene and protein expressions, as has been demonstrated by previous publications to be adequate for cell line and animal studies. Data are presented as mean±s.e.m. Values were analysed by two-tailed unpaired Student's *t*-test or one-way analysis of variance followed by Tukey's *post-hoc* test, as appropriate, using GraphPad Prism version 5. *P* values<0.05 were accepted as statistically significant.

## Additional information

**Accession codes:** Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO) under accession code GSE63051.

**How to cite this article**: Shi, S. Y. *et al.* DJ-1 links muscle ROS production with metabolic reprogramming and systemic energy homeostasis in mice. *Nat. Commun.* 6:7415 doi: 10.1038/ncomms8415 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9 and Supplementary Tables 1-2

## Figures and Tables

**Figure 1:**
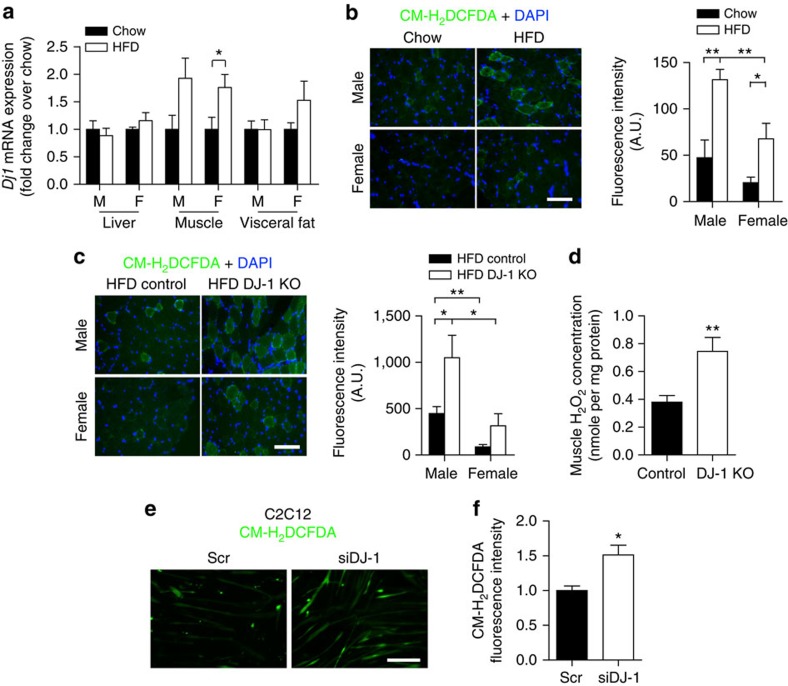
DJ-1 modulates ROS levels in mouse skeletal muscle. (**a**) mRNA levels of *Dj1* measured by quantitative RT–PCR in liver, quadriceps and perigonadal adipose tissue from C57BL/6 mice maintained on standard chow or fed a HFD for 3 months starting at 2 months of age (*n*=4–6 per group). F, females; M, males. (**b**,**c**) Representative micrographs of quadriceps cross-sections showing ROS levels assessed using CM-H_2_DCFDA and quantification of fluorescence intensity in (**b**) chow- and HFD-fed C57BL/6 mice and (**c**) HFD-fed control and DJ-1 KO mice (*n*=4–6 per group). Scale bar, 80 μm. (**d**) H_2_O_2_ levels measured using the Amplex Red reagent in quadriceps tissue from HFD-fed female mice and normalized to sample protein content (*n*=7 per group). (**e**) Representative micrographs showing ROS levels assessed using CM-H_2_DCFDA in C2C12 myotubes. Scr, scramble siRNA. Scale bar, 80 μm. (**f**) ROS levels assessed using CM-H_2_DCFDA in C2C12 myotubes measured using a fluorescence microplate reader. Results are presented as fold change relative to the scramble group from three independent experiments in triplicate. Results are presented as mean±s.e.m. according to the two-tailed unpaired Student's *t*-test. *P<0.05; **P<0.01.

**Figure 2:**
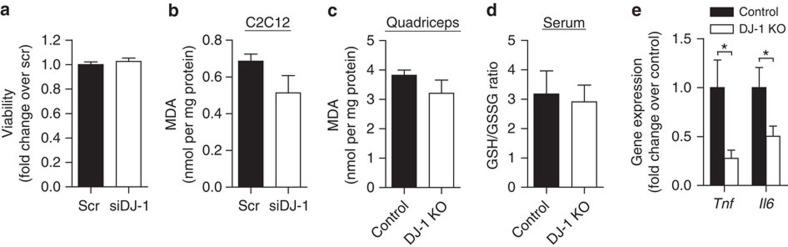
DJ-1 deficiency does not induce overt oxidative stress in muscle. (**a**) About 96 h after differentiation induction, C2C12 cell survival was assessed using an MTT assay. Results are from two independent experiments in five replicates. (**b,c**) Malondialdehyde (MDA) levels measured using a thiobarbituric acid reactive substances (TBARS) assay kit in (**b**) C2C12 myotubes after *Dj1* knockdown (*n*=3 per group) and (**c**) quadriceps tissue from female mice fed a HFD for 3 months starting at 2 months of age (*n*=4 per group). Results are normalized to sample protein content. (**d**) Reduced glutathione (GSH) to oxidized glutathione (GSSG) ratio in serum from HFD-fed female mice (*n*=7 for control and 8 for DJ-1 KO). (**e**) mRNA expression of inflammatory cytokines in quadriceps from HFD-fed female mice measured by quantitative RT–PCR (*n*=9 per group). Results are presented as mean±s.e.m. according to the two-tailed unpaired Student's *t*-test. *P<0.05.

**Figure 3:**
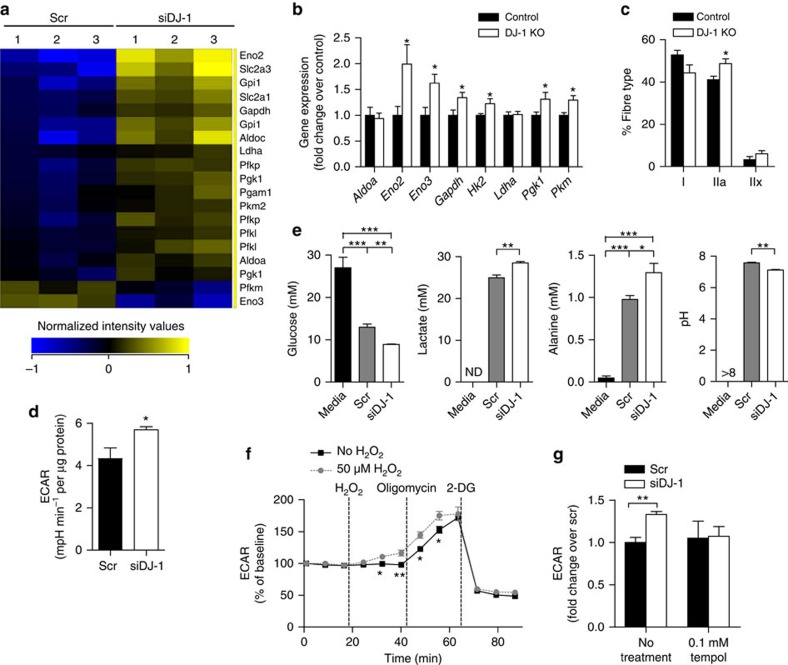
DJ-1 deficiency activates glycolysis in the skeletal muscle via ROS. (**a**) Heat map representation of normalized signal intensity values for genes involved in glycolysis with a *P* value<0.05. Gene expression was analysed by microarray in C2C12 myotubes after *Dj1* knockdown. Statistical significance was calculated using moderated student *t*-test followed by Benjamini–Hochberg false discovery rate correction in GeneSpring GX12.6 software. (**b**) mRNA expression of genes involved in glycolysis measured by quantitative RT–PCR in quadriceps from female mice fed a HFD for 3 months starting at 2 months of age (*n*=4–8 per group). (**c**) Fibre type distribution of soleus muscle from HFD-fed female mice (*n*=5 for control and 4 for DJ-1 KO). (**d**) Basal ECAR in C2C12 myotubes measured using the Seahorse flux analyzer and normalized to protein content (*n*=6 per group). Experiments were repeated at least three times. (**e**) Glucose, lactate, alanine and pH level in conditioned media from C2C12 myotubes (*n*=3 per group). ND, not detected. pH was >8 for the media group and was beyond the detection limit of the assay. (**f**) ECAR in C2C12 myotubes in response to 50 μM H_2_O_2,_ 1 μM oligomycin and 100 mM 2-deoxyglucose (2-DG) (*n*=3 per group). (**g**) Basal ECAR in myotubes treated with 0.1 mM tempol (*n*=3 per group). Results are presented as mean±s.e.m. according to the two-tailed unpaired Student's *t*-test for **b**–**d**,**f**,**g**, and one-way analysis of variance followed by Tukey's *post-hoc* test for (**e**). *P<0.05; **P<0.01; ***P<0.001.

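The 15 genes drawn in Fig. 3a have 24 tested probes, of which 11 were higher and 2 were lower at an adjusted p under 0.05 (limma). These 13 probes belong to 11 of the genes, and the groups did not overlap for any of them. Both probes of Gpi1 were higher, with log2 fold changes of 1.22 (standard error 0.19, adjusted p = 0.00671) and 0.71 (standard error 0.14, adjusted p = 0.0118). Both probes of Pfkp were higher as well, by 0.66 and 0.46. Slc2a1 rose by 0.56 (standard error 0.10, adjusted p = 0.0105) and Gapdh by 0.34 (standard error 0.09, adjusted p = 0.0378). Of 3 probes of Pfkm, 1 was called lower (ILMN_1252214, log2 fold change -0.47, adjusted p = 0.0488), and the others were at -0.24 and -0.27 with adjusted p of 0.159 and 0.13.

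Probes of one gene did not always move alike, and the brighter probe often changed less. Pfkl was higher by 0.91 on its dim probe (mean log2 signal 6.32, adjusted p = 0.0184) and by 0.19 on its bright probe (mean log2 signal 12.52, adjusted p = 0.194). The file lists 2 tested probes under PKM2. The dimmer one (ILMN_2723860) rose by 0.45 (adjusted p = 0.0394), while the brighter one (ILMN_2756041, matched to the symbol Pkm) changed by 0.05 (adjusted p = 0.765). No probe of Ldha, Pgk1, Pgam1 or Aldoa passed the threshold. The log2 fold change was 0.03 for Ldha (adjusted p = 0.817) and 0.16 for Aldoa (adjusted p = 0.304). The bright and the middle probe of Pgk1 changed by 0.23 and 0.50 (adjusted p of 0.157 and 0.0956), and its dimmest probe, not detected on any scramble array, was at least 1.04-fold higher (adjusted p = 0.0968). The probes of Pgam1 changed by 0.31 and 0.06 (adjusted p of 0.13 and 0.705).

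Several calls were lost with fewer arrays. Gapdh and Pfkm were no longer called when any 1 of the 6 arrays was left out, although the log2 fold change stayed between 0.30 and 0.37 for Gapdh and between -0.57 and -0.35 for the called Pfkm probe. With single arrays left out, the dimmer PKM2 probe was called only without DJ-1 siRNA replicate 2. The brighter probe of Pfkp lost its call without scramble replicate 2 or 3 and without DJ-1 siRNA replicate 1 or 3, and the dim probe of Pfkl without scramble replicate 2 or 3 and without DJ-1 siRNA replicate 2 or 3. The brighter probe of Gpi1 lost it without DJ-1 siRNA replicate 1. Eno2, Slc2a3, Slc2a1, Eno3, the dimmer probe of Gpi1 and the dimmer probe of Pfkp were called with each array left out. From the genes of this heat map, the paper states that genes involved in glycolysis are generally upregulated in DJ-1-deficient cells. It does not rest on the arrays alone, and also reports quantitative RT-PCR in myotubes and in muscle tissue (Fig. 3b and Supplementary Fig. 5a). For glycolytic flux it reports a higher extracellular acidification rate (Fig. 3d).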

**Figure 4:**
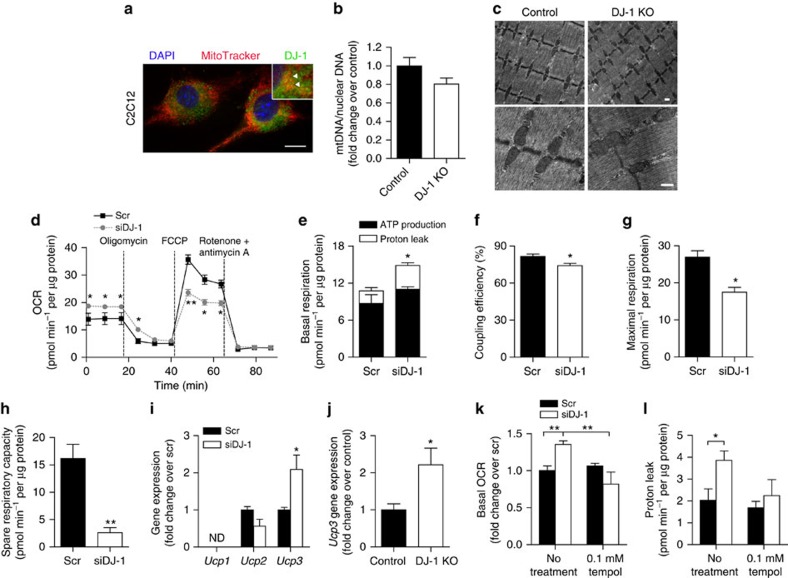
DJ-1 deficiency induces muscle mitochondrial uncoupling via ROS. (**a**) Representative micrograph of C2C12 myoblasts stained with MitoTracker and antibody against DJ-1. Scale bar, 10 μm. Inset: higher magnification image. Arrowhead, co-localization of DJ-1 with MitoTracker. (**b**) mtDNA copy number calculated as the ratio of *Cox2* to *Ppia* levels measured by real-time quantitative PCR in quadriceps tissue. Female mice were fed a HFD for 3 months starting at 2 months of age (*n*=5 per group). (**c**) Transmission electron microscopy images from quadriceps tissue of HFD-fed female mice. Scale bar, 500 nm. (**d**) OCR in C2C12 myotubes measured using the Seahorse flux analyzer in response to 1 μM rotenone, 0.5 μM FCCP, and 1 μM rotenone and antimycin A (*n*=3 per group). Experiments were repeated at least three times. (**e–h**) ATP production, proton leak, coupling efficiency, maximal respiration and spare respiratory capacity calculated from (**d**). (**i,j**) mRNA expression of uncoupling proteins measured by quantitative RT–PCR in (**i**) C2C12 myotubes (*n*=3–6 per group) and (**j**) quadriceps tissue of HFD-fed female mice (*n*=6 per group). ND, not detected. (**k**) Basal OCR and (**l**) proton leak in myotubes treated with 0.1 mM tempol (*n*=3 per group). Results are presented as mean±s.e.m. according to the two-tailed unpaired Student's *t*-test. *P<0.05; **P<0.01.

**Figure 5:**
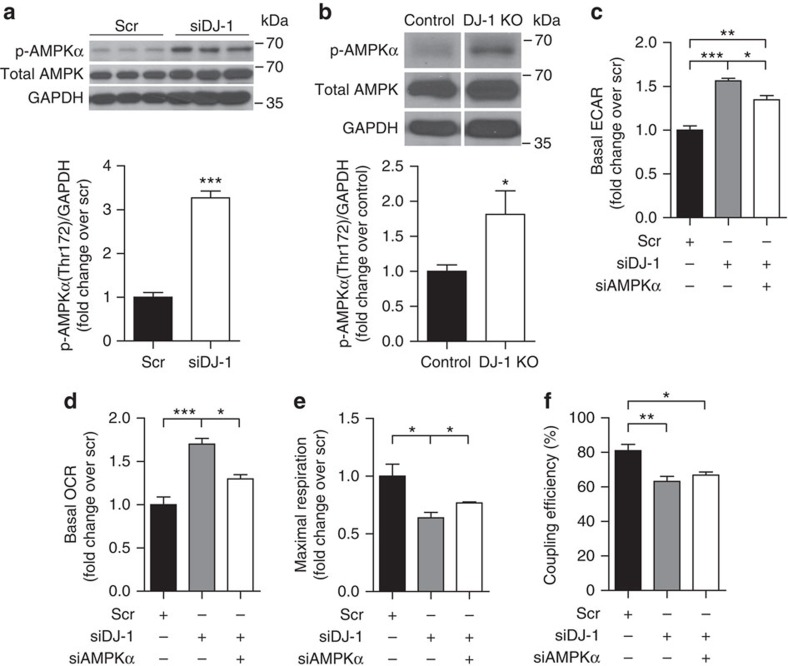
Increased glycolytic activation in DJ-1-deficient cells is dependent on AMPK. (**a,b**) Immunoblot analysis of phospho-AMPKα(Thr172) protein levels in (**a**) C2C12 myotubes (*n*=3 per group) and (**b**) quadriceps lysates from female mice fed a HFD for 3 months from 2 months of age (*n*=6 per group). For **b**, protein bands shown are from non-adjacent lanes on the same gel. Full scan images of immunoblots are shown in Supplementary Fig. 6e,f. (**c**) Basal ECAR, (**d**) basal OCR, (**e**) maximal respiration and (**f**) coupling efficiency measured using the Seahorse flux analyzer in C2C12 cells co-transfected with *Dj1* and *Prkaa2* siRNA (*n*=4 per group). Results are presented as mean±s.e.m. according to the two-tailed unpaired Student's *t*-test for (**a**) and (**b**), and one-way analysis of variance followed by Tukey's *post-hoc* test for **c**–**f**. *P<0.05; **P<0.01; ***P<0.001.

**Figure 6:**
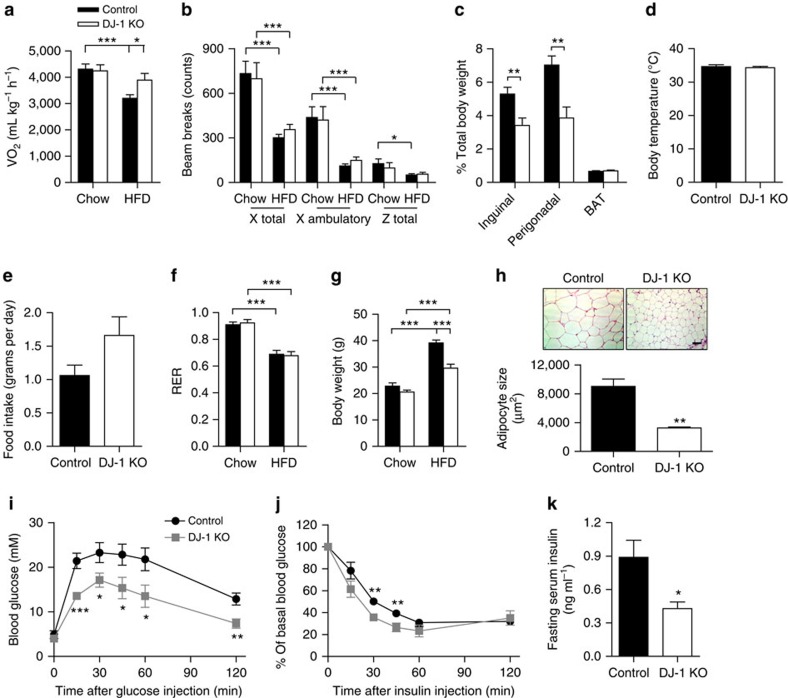
DJ-1 deficiency confers metabolic protection in dietary and genetic models of obesity. (**a**) Oxygen consumption (VO_2_) measured by indirect calorimetry, and (**b**) physical activity in chow- or HFD-fed female mice at 5 months of age (*n*=6 per group for chow-fed mice; *n*=13 per group for HFD-fed mice). HFD feeding was started at 2 months of age. (**c**) Relative weight of inguinal, perigonadal and interscapular brown (BAT) fat pads in HFD-fed female mice (*n*=11 for control and 8 for DJ-1 KO). (**d**) Rectal body temperature in HFD-fed female mice (*n*=6 for control and 4 for DJ-1 KO). (**e**) Food intake in HFD-fed mice, and (**f**) respiratory exchange ratio (RER) (*n*=6 per group for chow-fed mice; *n*=13 per group for HFD-fed mice). (**g**) Body weight in female mice (*n*=6 per group for chow-fed mice; *n*=12 per group for HFD-fed mice). (**h**) Haematoxylin and eosin staining of perigonadal fat sections from HFD-fed female mice and quantification of adipocyte size (*n*=5 per group). Scale bar, 80 μm. (**i**) Glucose tolerance test (GTT) (1 g kg^−1^; *n*=10 per group), (**j**) Insulin tolerance test (ITT) (1.5 U kg^−1^; *n*=12 per group) and (**k**) fasting serum insulin levels (*n*=9 per group) in HFD-fed female mice. Results are presented as mean±s.e.m. according to the two-tailed unpaired Student's *t*-test. *P<0.05; **P<0.01; ***P<0.001.

**Figure 7:**
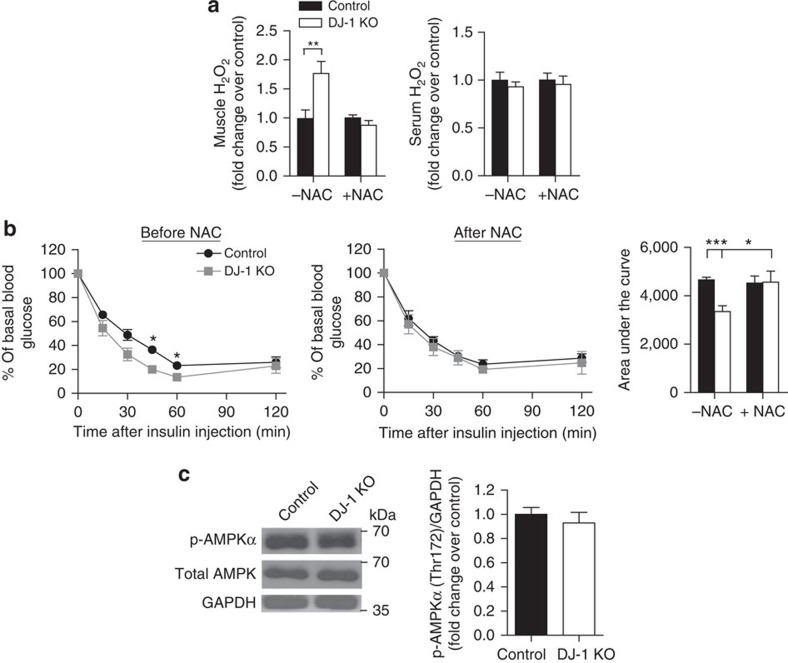
Attenuation of metabolic protection by NAC. Two-month-old female DJ-1 KO mice and littermate controls were fed a HFD for 3 months and administered NAC in drinking water for 7 days (*n*=6 for control and 4 for DJ-1 KO). (**a**) H_2_O_2_ levels measured using the Amplex Red reagent in quadriceps homogenates or serum with and without NAC treatment. (**b**) ITT (1.5 U kg^−1^) and the corresponding area under the curve. (**c**) Immunoblot analysis of phospho-AMPKα(Thr172) protein levels in quadriceps lysates from NAC-treated mice. Full scan images of immunoblots are shown in Supplementary Fig. 9i. Results are presented as mean±s.e.m. according to the two-tailed unpaired Student's *t*-test. *P<0.05; **P<0.01; ***P<0.001.

**Figure 8:**
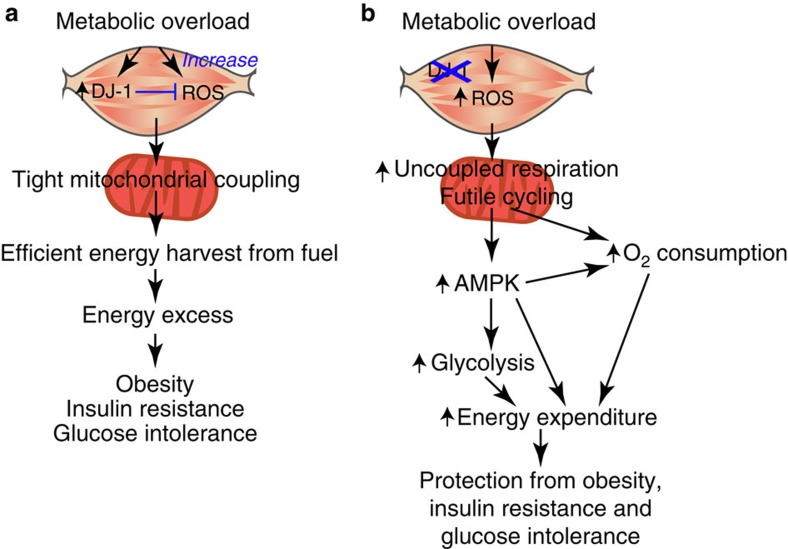
Proposed role of skeletal muscle DJ-1 in metabolic regulation. (**a**) In response to metabolic overload in the skeletal muscle, DJ-1 expression is upregulated. This prevents ROS overproduction and maintains tight coupling of mitochondrial respiration and ATP generation. Consequently, energy is harvested efficiently from nutrient sources, leading to energy excess and development of obesity and related metabolic complications. (**b**) Elevated ROS induced by DJ-1 deficiency increase uncoupled respiration and mitochondrial oxidation, thereby promoting futile cycle activity. This leads to the activation of AMPK, which enhances glycolysis and glucose utilization. These metabolic effects together increase energy expenditure in the skeletal muscle and confer resistance to obesity and type 2 diabetes.

# Supplementary material for: DJ-1 links muscle ROS production with metabolic reprogramming and systemic energy homeostasis in mice
**Source:** Nat Commun. 2015 Jun 16;6:7415. doi: 10.1038/ncomms8415
**Supplement:** Supplementary Information — Supplementary Figures 1-9 and Supplementary Tables 1-2

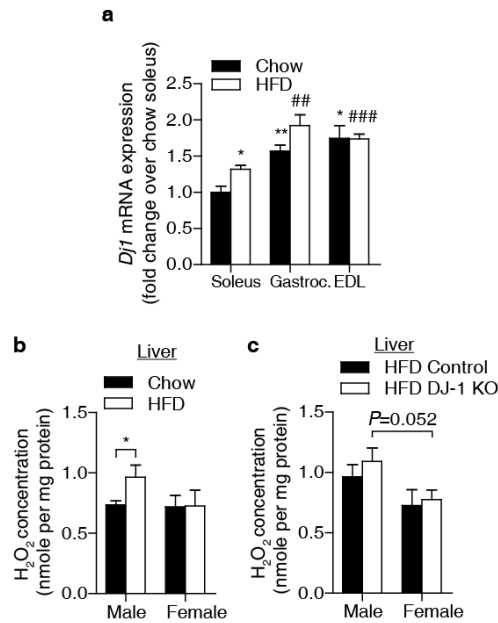

**Supplementary Figure 1. DJ-1 modulates ROS concentration in mouse skeletal muscle.**

(a) mRNA levels of *Dj1* measured by quantitative RT-PCR in *soleus*, *gastrocnemius* (Gastroc.) and *extensor digitorum longus* (EDL) muscle from C57BL/6 mice maintained on standard chow or fed a HFD for 3 months starting at 2 months of age (n=3-6 per group). \* and # denote significant differences from the chow and HFD soleus group, respectively. (b-c) H<sub>2</sub>O<sub>2</sub> levels measured using the Amplex Red reagent in liver tissue in (b) chow and HFD-fed C57BL/6 mice and (c) HFD-fed DJ-1 KO mice (n=5 per group). Data are normalized to sample protein content. Results are presented as mean  $\pm$  s.e.m. according to the two-tailed unpaired Student's *t* test. \* $P$ <0.05; \*\* or ### $P$ <0.01; #### $P$ <0.001.

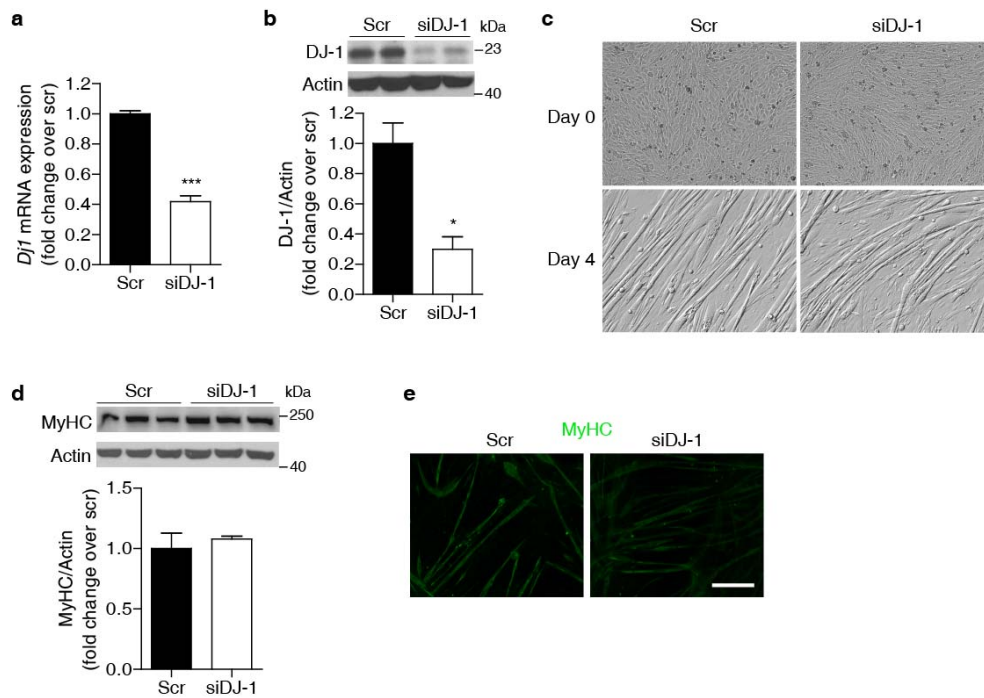

**Supplementary Figure 2. Knockdown of DJ-1 in C2C12 cells elevates intracellular ROS levels.**

(a) mRNA expression of *Dj1* in C2C12 myotubes after *Dj1* knockdown measured by quantitative RT-PCR. Results are normalized to *18S* expression (n=6 per group). (b) Immunoblot analysis of DJ-1 protein levels in C2C12 myotubes after *Dj1* knockdown (n=3 per group). Protein band intensity was quantified by ImageJ software. (c) Representative phase contrast micrographs of C2C12 myotubes at day 0 and day 4 after differentiation induction. Original magnification, 10 $\times$ . (d) Immunoblot analysis of myosin heavy chain (MyHC) protein levels in C2C12 myotubes (n=3 per group). Protein band intensity was quantified by ImageJ software. (e) Representative micrographs of MyHC immunofluorescence staining in C2C12 myotubes after *Dj1* knockdown. Scale bar, 80  $\mu$ m. Results are presented as mean  $\pm$  s.e.m. according to the two-tailed unpaired Student's *t* test. \**P* < 0.05; \*\*\**P* < 0.001.

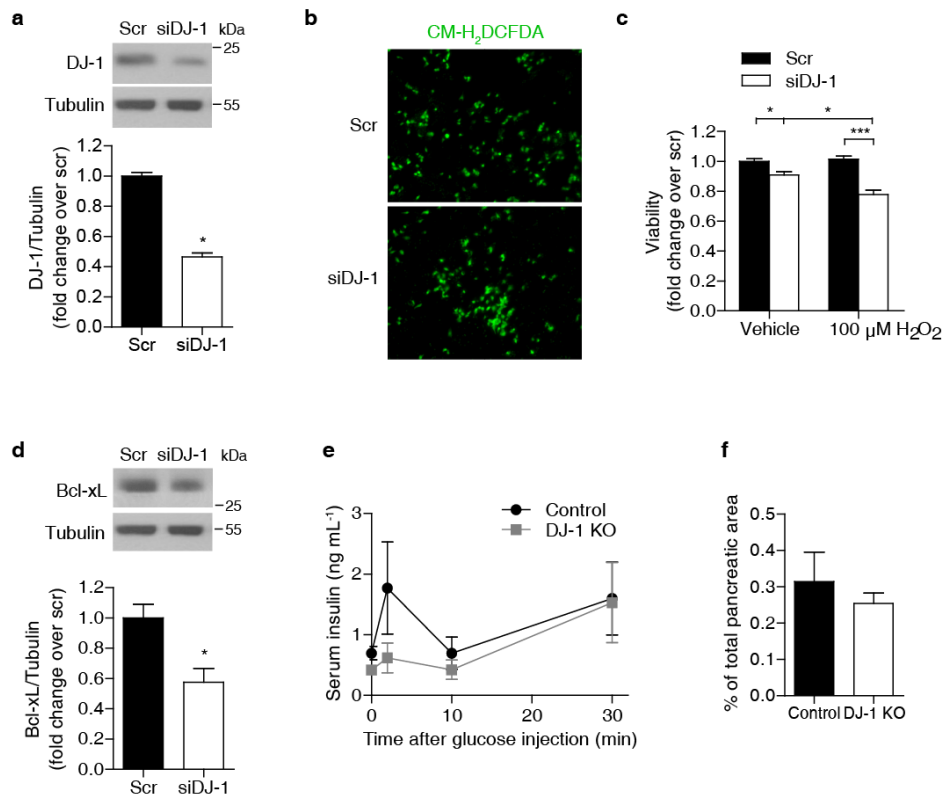

**Supplementary Figure 3. DJ-1 protects pancreatic β-cells from oxidative stress-induced cell death.**

(a-d) INS-1 832/13 cells were transfected with scramble or *Djl* siRNA, and cells were harvested 72 hours later for analysis. (a) Immunoblot analysis of DJ-1 protein levels in INS-1 cells (n=3 per group). (b) Representative micrographs showing ROS levels assessed using CM-H<sub>2</sub>DCFDA in INS-1 cells. Original magnification, 10×. (c) 48 hours post-transfection, INS-1 cells were treated with 100 μM H<sub>2</sub>O<sub>2</sub> for 24 hours, after which cell survival was assessed using an MTT assay (n=4 per group). Results are expressed as fold change relative to the scramble group. (d) Immunoblot analysis of Bcl-xL protein levels in INS-1 cells (n=3 per group). (e) Serum insulin levels in response to an intraperitoneal injection of glucose (3 g/kg) in female mice fed a HFD for 3 months starting at 2 months of age (n=5 per group). (f) Quantification of β-cell area from pancreatic sections immunostained for insulin in HFD-fed female mice (n=3-4 per group). β-cell area is expressed as percent of total pancreatic area. Results are presented as mean ± s.e.m. according to the two-tailed unpaired Student's *t* test. \**P* < 0.05; \*\*\**P* < 0.001.

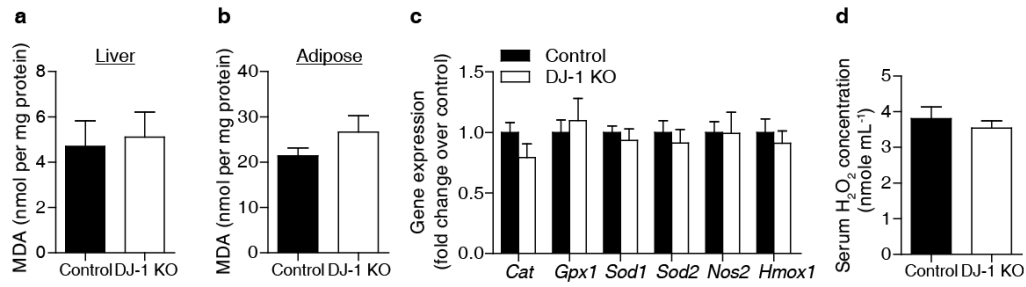

**Supplementary Figure 4. DJ-1 deficiency does not induce overt oxidative stress.**

(a-b) Malondialdehyde (MDA) levels measured using a TBARS assay kit in (a) liver and (b) perigonadal adipose tissue from female mice fed a HFD for 3 months starting at 2 months of age. Results are normalized to sample protein content (n=4 per group). (c) mRNA expression of genes involved in oxidative stress response measured by quantitative RT-PCR in *quadriceps* tissue from HFD-fed female mice (n=8 for control and 9 for DJ-1 KO). (d) H<sub>2</sub>O<sub>2</sub> concentration measured using the Amplex Red reagent in serum from HFD-fed female mice (n=10 per group). Results are presented as mean  $\pm$  s.e.m. according to the two-tailed unpaired Student's *t* test.

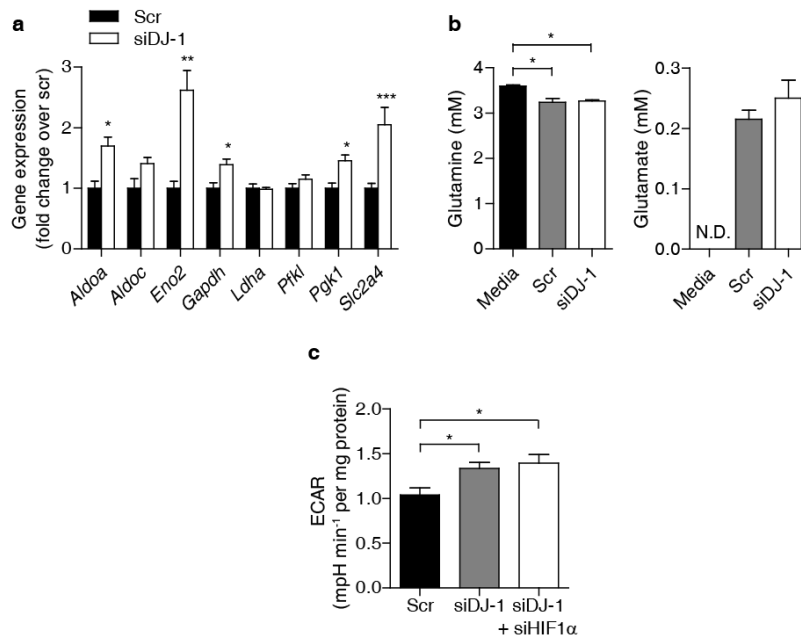

**Supplementary Figure 5. DJ-1 deficiency induces glycolysis activation in muscle cells.**

(a) mRNA expression of glycolytic genes measured by quantitative RT-PCR in C2C12 myotubes (n=3-6 per group). (b) Glutamine and glutamate concentration in conditioned media from C2C12 myotubes (n=3 per group). N.D., not detected. (c) Basal ECAR measured using the Seahorse flux analyzer in C2C12 cells co-transfected with *Djl* and *Hif1a* siRNA (n=4 per group). Results are presented as mean  $\pm$  s.e.m. according to the two-tailed unpaired Student's *t* test for (a), and one-way ANOVA followed by Tukey's post hoc test for (b)-(c). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

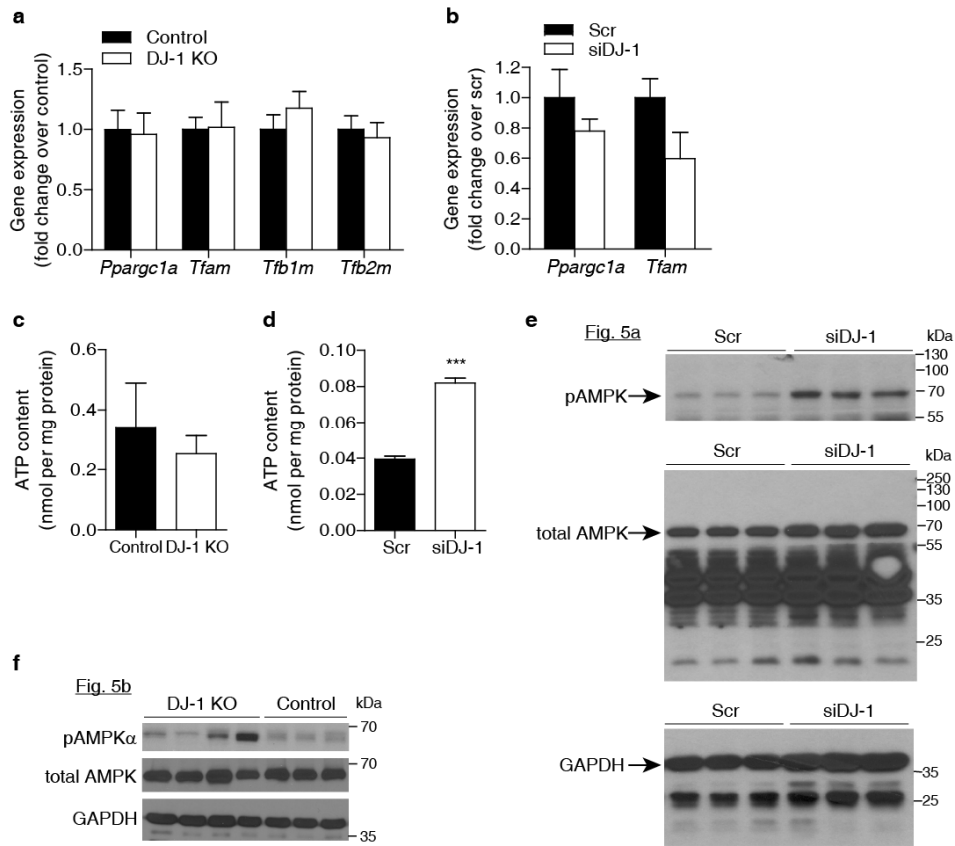

**Supplementary Figure 6. DJ-1 deficiency has no effect on mitochondrial biogenesis or morphology.**

(a-b) mRNA expression of genes involved in mitochondrial biogenesis measured by quantitative RT-PCR in (a) *quadriceps* tissue from female mice fed a HFD for 3 months starting at 2 months of age (n=5-9 per group) and (b) C2C12 myotubes (n=3 per group). (c-d) ATP content in (c) *quadriceps* tissue from HFD-fed female mice (n=4 per group) and (d) C2C12 myotubes (n=3 per group). Results are normalized to sample protein content. (e-f) Full scans of immunoblots presented in Fig. 5a-b. Results are presented as mean  $\pm$  s.e.m. according to the two-tailed unpaired Student's *t* test. \*\*\**P*<0.001.

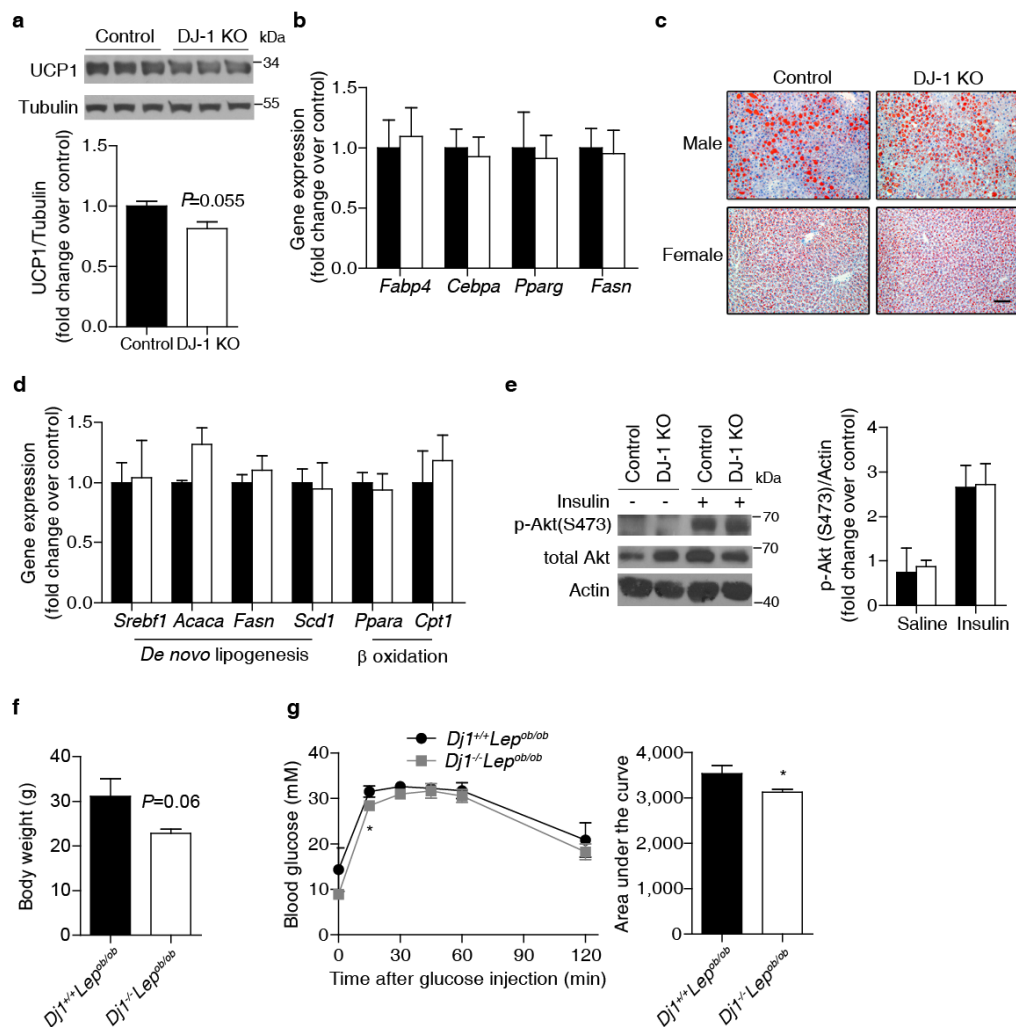

**Supplementary Figure 7. Female DJ-1 KO mice are protected from diet-induced obesity and glucose intolerance.**

(a) Immunoblot analysis of UCP1 protein levels in interscapular brown adipose tissue lysates from female mice fed a HFD for 3 months starting at 2 months of age (n=3 per group). (b) mRNA expression of genes involved in adipogenesis and lipogenesis measured by quantitative RT-PCR in perigonadal adipose tissue from HFD-fed mice (n=5-6 per group). (c) Representative micrographs of Oil-red-O staining of liver sections from HFD-fed mice. Scale bar, 80  $\mu$ m. (d) mRNA expression of genes involved in lipid metabolism measured by quantitative RT-PCR in liver tissue from HFD-fed mice (n=3-6 per group). (e) Mice fasted overnight were injected with insulin (5 U/kg, i.p.) or PBS, and *gastrocnemius* was harvested 10 min later and processed for immunoblotting for p-Akt(S473) (n=3 per group). (f) Body weight (n=3-4 per group) and (g) GTT (1 g/kg; n=5-6 per group) in chow-fed *Djl*<sup>-/-</sup>*Lep*<sup>ob/ob</sup> and *Djl*<sup>+/+</sup>*Lep*<sup>ob/ob</sup> mice at 6 weeks of age. Results represent mean  $\pm$  s.e.m. according to the two-tailed unpaired Student's *t* test. \* $P < 0.05$ .

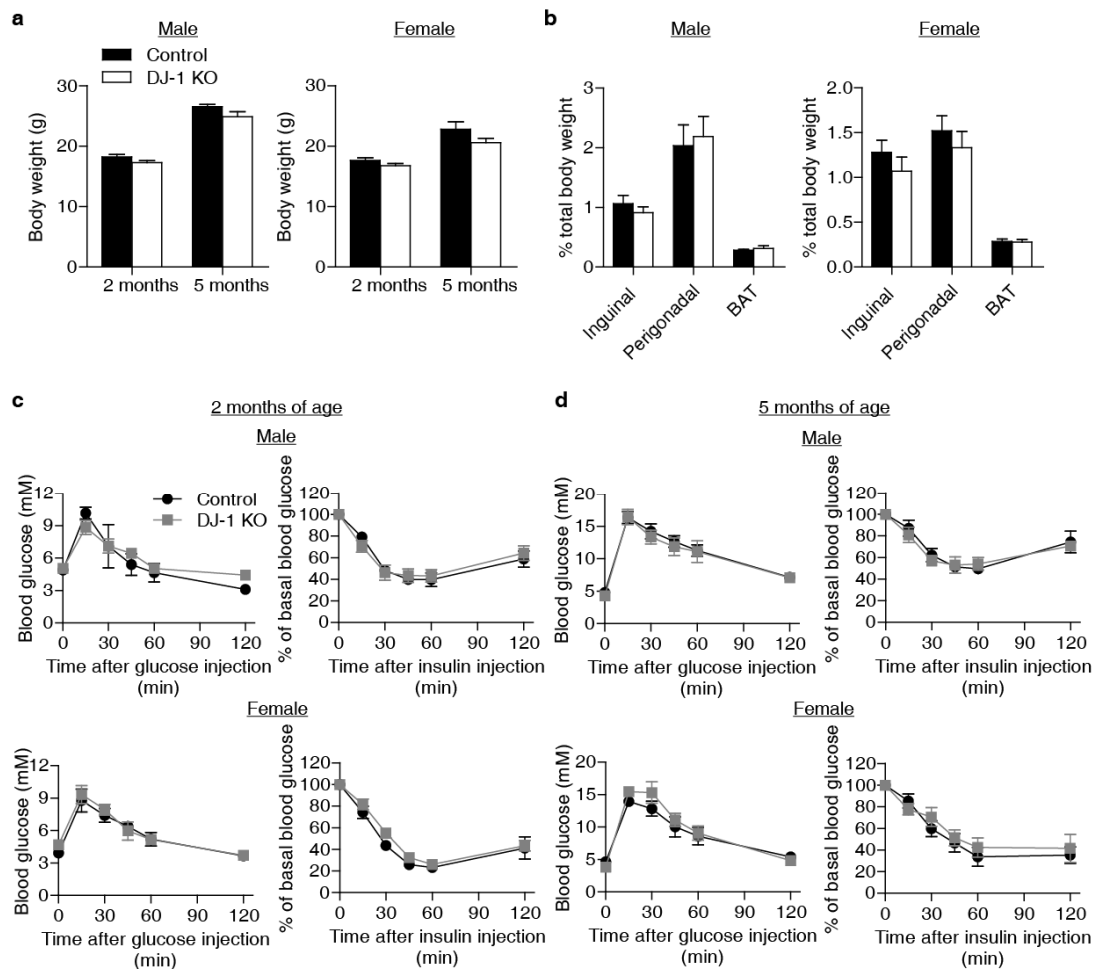

**Supplementary Figure 8. No apparent metabolic disturbances in DJ-1 KO mice under standard chow-fed conditions.**

(a) Body weight measured at 2 and 5 months of age in chow-fed mice (n=12-17 per group for results at 2 months of age; n=5-7 per group for results at 5 months of age). (b) Inguinal, perigonadal and interscapular brown fat pads were harvested from 5-month-old chow-fed mice and weighed (n=7-9 per group). Results are expressed relative to total body weight. BAT, brown adipose tissue. (c-d) GTT (1 g/kg) and ITT (0.75 U/kg) in chow-fed DJ-1 KO mice and littermate controls at (c) two (n=4-8 per group) and (d) five months of age (n=6-8 per group). Results represent mean  $\pm$  s.e.m. according to the two-tailed unpaired Student's *t* test.

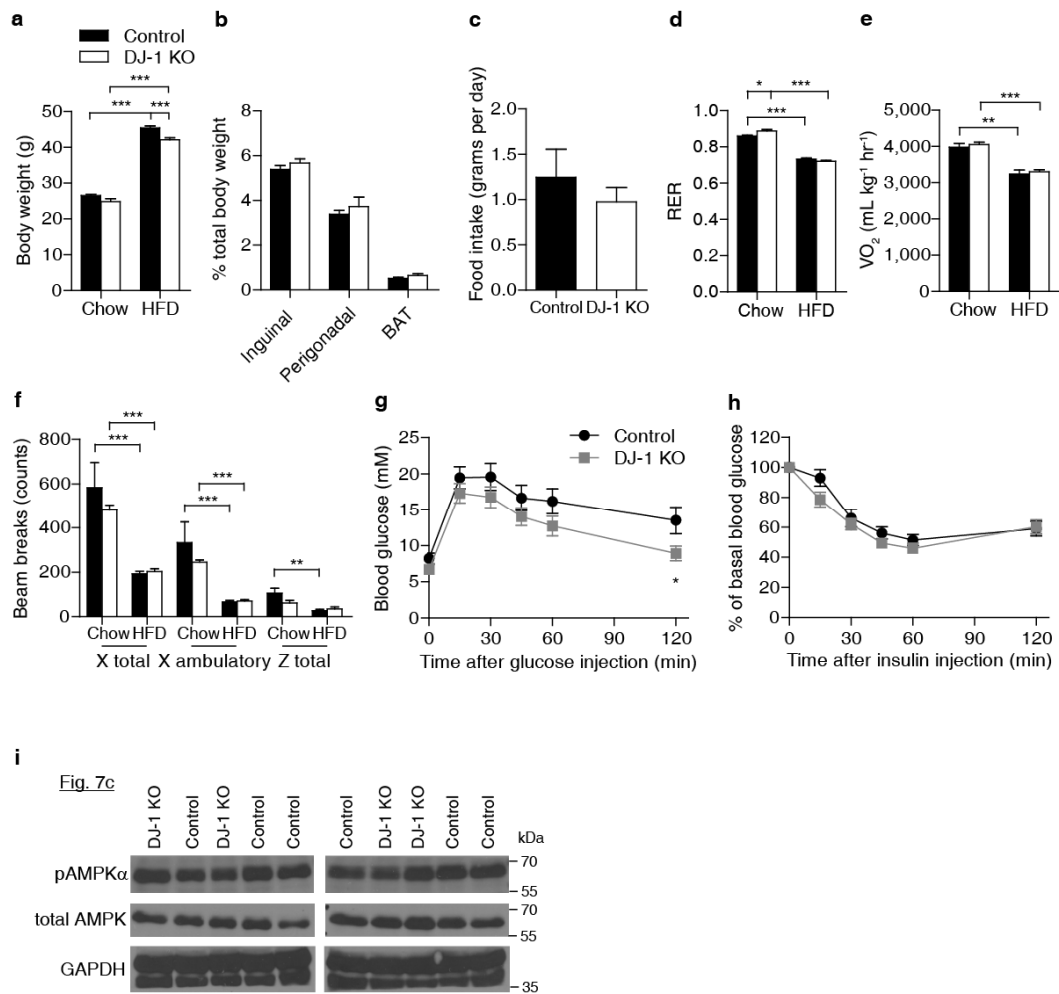

**Supplementary Figure 9. Energy balance and glucose metabolism parameters in male mice.**

(a) Body weight (n=6-8 per group) in male chow- and HFD-fed mice at 5 months of age. HFD was started at 2 months of age. (b) Relative weight of inguinal, perigonadal and interscapular brown (BAT) fat pads in male HFD-fed mice (n=8 per group). (c-f) Male mice fed a standard chow (n=4 per group) or HFD (n=8 per group) were housed individually in metabolic chambers with free access to food and water and energy balance data were collected for 48 hr. (c) Daily food intake in HFD-fed mice; (d) respiratory exchange ratio (RER); (e) oxygen consumption (VO<sub>2</sub>); and (f) physical activity. (g) GTT (1 g/kg; n=13-14 per group); and (h) ITT (1.5 U/kg; n=12 per group) in male HFD-fed mice. (i) Full scans of immunoblots presented in Fig. 7c. Results are mean ± s.e.m. according to the two-tailed unpaired Student's *t* test. \**P*<0.05; \*\**P*<0.01; \*\*\**P*<0.001.

**Supplementary Table 1: Circulating parameters in mice fed a HFD for 3 months from 2 months of age.**

|                                                             | Male        |            | Female     |              |
|-------------------------------------------------------------|-------------|------------|------------|--------------|
|                                                             | Control     | DJ-1 KO    | Control    | DJ-1 KO      |
| Random blood glucose (mM) (n≥5)                             | 9.79±0.43   | 9.66±0.68  | 7.69±0.36  | 7.73±0.40    |
| Fasting blood glucose (mM) (n≥8)                            | 8.21±0.74   | 6.72±0.72  | 4.89±2.42  | 4.31±1.72    |
| Serum TNF- $\alpha$ (pg mL <sup>-1</sup> ) (n≥4)            | 4.49±1.18   | 2.56±0.39  | 1.98±0.31  | 2.74±0.60    |
| Serum IL-6 (pg mL <sup>-1</sup> ) (n≥4)                     | 11.00±3.55  | 4.92±0.61  | 6.38±1.69  | 4.99±0.61    |
| Serum leptin (ng mL <sup>-1</sup> ) (n≥4)                   | 31.37±15.13 | 36.24±7.91 | 41.47±3.36 | 8.87±2.82*** |
| Serum resistin (ng mL <sup>-1</sup> ) (n≥4)                 | 0.62±0.12   | 1.02±0.12  | 1.84±0.18  | 0.76±0.08**  |
| Serum total PAI-1 <sup>†</sup> (ng mL <sup>-1</sup> ) (n≥4) | 3.20±0.88   | 2.14±0.71  | 2.43±0.50  | 1.68±0.73    |
| Serum MCP-1 (pg mL <sup>-1</sup> ) (n≥4)                    | 13.06±5.60  | 14.05±4.16 | 18.79±5.78 | 13.49±5.69   |

Results are presented as mean  $\pm$  s.e.m. according to the two-tailed unpaired Student's *t* test. \*\**P* < 0.01; \*\*\**P* < 0.001 compared to the respective controls.

<sup>†</sup>PAI-1, plasminogen activator inhibitor 1; MCP-1, monocyte chemoattractant protein 1.

**Supplementary Table 2: Primer sequences for quantitative RT-PCR**

| <b>Gene</b>     | <b>Forward (5'-3')</b>  | <b>Reverse (5'-3')</b>    |
|-----------------|-------------------------|---------------------------|
| <i>18s</i>      | AGTCCCTGCCCTTTGTACACA   | CGATCCGAGGGCCTCACTA       |
| <i>Acaca</i>    | CTCCAGGACAGCACAGATCA    | TGACTGCCGAAACATCTCTG      |
| <i>Aldoa</i>    | AGCTCCTTCTTCTGCTCCG     | TTAGTCCTTTTCGCCTACCCA     |
| <i>Cebpa</i>    | AAGAACAGCAACGAGTACCGG   | CATTGTCACTGGTCAGCTCCA     |
| <i>Cat1</i>     | ATGGCTTTTGACCCAAGCAA    | CGGCCCTGAAGCTTTTTGT       |
| <i>Cox2</i>     | CCATAGGGCACCAATGATACTG  | AGTCGGCCTGGGATGGCATC      |
| <i>Cpt1</i>     | GCAGAGCACGGCAAAATGA     | CTTTCGACCCGAGAAGACCTT     |
| <i>Djl</i>      | ATCTGAGTCGCCTATGGTGAAG  | ACCTACTTCGTGAGCCAACAG     |
| <i>Fabp4</i>    | GACGACAGGAAGGTGAAGAG    | ACATTCCACCACCAGCTTGT      |
| <i>Fasn</i>     | TGGGTTCTAGCCAGCAGAGT    | ACCACCAGAGACCGTTATGC      |
| <i>Eno2</i>     | CACATCCATACCGATCACCA    | CCCCAATATCCTGGAGAACA      |
| <i>Gapdh</i>    | TCACCACCATGGAGAAGGC     | GCTAAGCAGTTGGTGGTGCA      |
| <i>Gpx1</i>     | GCGGCCCTGGCATTG         | GGACCAGCGCCCATCTG         |
| <i>Hk2</i>      | GGGCATGAAGGGCGTGTCCC    | TCTTCACCCTCGCAGCCGGA      |
| <i>Hmox1</i>    | GCCACCAAGGAGGTACACAT    | GCTTGTTGCGCTCTATCTCC      |
| <i>Il6</i>      | CTCTGGGAAATCGTGGAAATG   | AAGTGCATCATCGTTGTTCATACA  |
| <i>Ldha</i>     | GCAACATTACACCACTCCA     | TCCGTTACCTGATGGGAGAG      |
| <i>Nos2</i>     | CCTGGTACGGGCATTGCT      | GCTCATGCGGCCTCCTTT        |
| <i>Pfkf</i>     | GATGAGGAAGACTTTGGCCC    | CTACCGTGGACCTGGAGAAA      |
| <i>Pgk1</i>     | CAGCCTTGATCCTTTGGTTG    | CTGACTTTGGACAAGCTGGA      |
| <i>Ppara</i>    | CAGGGTACCACTACCGAGTTCAC | CCGAATAGTTCGCCGAAAGA      |
| <i>Pparg</i>    | GCCCTTTGGTGACTTTATGG    | CAGCAGGTTGTCTTGGATGT      |
| <i>Ppargc1a</i> | AACCACACCCACAGGATCAGA   | TCTTCGCTTTATTGCTCCATGA    |
| <i>Ppia</i>     | ACACGCCATAATGGCACTGG    | CAGTCTTGGCAGTGCAGAT       |
| <i>Scd1</i>     | GCGATACTCTGGTGCTCA      | CCCAGGGAAACCAGGATATT      |
| <i>Slc2a4</i>   | TCATTGTCGGCATGGGTTT     | GGCAAATAGAAGGAAGACGTAAGG  |
| <i>Sod1</i>     | ACCAGTGCAGGACCTCATTTTAA | TCTCCAACATGCCTCTCTTCATC   |
| <i>Sod2</i>     | CACATTAACGCGCAGATCATG   | CCAGAGCCTCGTGGTACTTCTC    |
| <i>Srebf1</i>   | GATCAAAGAGGAGCCAGTGC    | TAGATGGTGGCTGCTGAGTG      |
| <i>Tfam</i>     | GCACCCTGCAGAGTGTTCAA    | CGCCCAGGCCTCTACCTT        |
| <i>Tfb1m</i>    | TGCGTTTCAGTTTCGAAGGA    | TCGAGGCGTTGTGCTTCAG       |
| <i>Tfb2m</i>    | TTTCCACTTGGTAAAGCATTGCT | GATCAACCGTACTCAGTGAACGTAA |
| <i>Tnf</i>      | GAAGTGGCAGAAGAGGCACT    | AGGGTCTGGGCCATAGAACT      |
| <i>Ucp1</i>     | GTGAAGGTCAGAATGCAAGC    | AGGGCCCCCTTCATGAGGTC      |
| <i>Ucp2</i>     | TCCACGCAGCCTCTACAAT     | GACCTTTACCACATCTGTAGGC    |
| <i>Ucp3</i>     | CAGAGGGACTATGGATGCCTAC  | AGGTGAGACTCCAGCAACTTCT    |

How the deposited data were processed for this re-analysis (not part of the article)

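Gene expression was measured in C2C12 myotubes transfected with scramble siRNA (3 cultures) or DJ-1 siRNA (3 cultures). About 200 ng of RNA was labelled per sample and about 1500 ng of labelled RNA was hybridized. All 6 arrays lay on a single Illumina BeadChip, so the chip is no batch. The authors scanned and quantified the arrays in GenomeStudio and deposited, for each of 45281 probes and each array, the mean signal intensity, the standard error over beads, the number of beads and the detection p-value. The deposited intensity values are neither normalized nor background-subtracted. The paper analysed them in GeneSpring with the moderated test and Benjamini-Hochberg correction, and its text names no normalization, baseline or probe filter. Every column of values per sample was matched to a sample by its title.

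In R 4.3.3, limma 3.58.1 was used throughout. Background was corrected by normexp with the negative controls inferred from the detection p-values and an offset of 16, followed by quantile normalization and log2 (neqc). The 17890 probes with a detection p under 0.05 on at least 3 of the 6 arrays were fitted with lmFit and eBayes, and p was adjusted by the Benjamini-Hochberg method over all of them, with a threshold of 0.05. Sets of genes were tested with camera at a preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it. Intervals are 95% confidence intervals of the moderated test. The number of arrays, 3 per group, limits the precision. Where a probe was not detected on any array of one group, its change is given as a bound: the other group's mean against the mean of, per array, the higher of the lowest signal of a detected probe and the probe's own signal. Each bound is for this normalization and need not hold under the alternatives.

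Probes kept the gene name of the file unless their Entrez gene number or accession matched the RefSeq gene table of GRCm38.p6, which 32345 probes did. The array file names no genome build, and no coordinates are given. Different probes of a gene were tested one by one. The probes named are those of every gene that the paper names and the file lists, of every gene of the glycolysis list, and of the 5 largest rises and 5 largest falls among called probes whose groups do not overlap and which were detected on every array of at least one group. Genes named outside this rule are marked as such. The 7 other lists were HIF target genes outside glycolysis, NRF2 target genes, muscle differentiation, cell cycle, interferon response, ATF4 and unfolded protein response, and oxidative phosphorylation. All lists were written before the data were examined, the glycolysis list with knowledge of Fig. 3a. The oxidative phosphorylation list was matched by name patterns, which also caught Emc8, Dmac2 and Dmac2l under older names. These are not subunits of the complexes.

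The pipeline was tested on simulated data for DJ-1 siRNA against scramble siRNA, where 200 of 17780 tested probes were changed by 1 on the log2 scale. It recovered 131 of these (65.5%), none in the wrong direction, and called 5 unchanged probes. The simulated changes were few, split evenly up and down, and placed on probes well above background. Noise was equal in both groups. The data differ, with 30.1% of the tested probes called and more bead noise on the scramble arrays. The simulation therefore does not measure the share of false calls among the 5387. The alternatives tried were: no background correction (signal floored at 1), a shift of each array to a common 75th percentile with and without background correction, no filter, a stricter filter (detection p under 0.01 on all arrays, 12962 probes), a trend of the prior variance with signal, the methods' t-test, the replicate number as a block, each array left out in turn, the mean of the probes of each gene symbol, and the enzymes without the transporters. The quantitative RT-PCR, flux, mouse and protein experiments of the paper were not analysed here.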

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

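The tests of scaling and of single arrays, the counts of splits for the glycolysis probes and for the lists, the removal of genes that are not subunits, and the values of Ndrg1, Car9, Mef2c, Myog, Cxcl10 and Isg15 were chosen after the results had been seen.

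The paper discusses glycolysis genes from these arrays. Outside that list, 5373 probes had an adjusted p under 0.05 (limma), in genes that the paper does not discuss for this experiment. Of 10 splits of the 6 arrays into 3 and 3, the real one was the 1 with as many changed probes. This count cannot by itself exclude chance, since 3 arrays against 3 never give a smaller share. The called probes differ by more than the spread between arrays that limma reads, which is what a call means. The groups did not overlap for 48.5% of the tested probes, where chance gives 10%. For the number of called glycolysis probes the real split was also the 1 of 10.

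The muscle differentiation list fell. Its median log2 fold change was -0.48 over 87 probes, with 52 called lower and 2 higher by limma, and 56 and 2 adjusted over the list alone. Camera with the preset correlation gave p = 9.6e-15 and fry p = 0.0019 (0.00664 after adjustment over the lists), but camera with the estimated correlation gave 0.0913 (0.319 after adjustment). The count of splits with as small a camera p, 1 of 10, cannot by itself exclude chance. The 52 called probes fell by more than the spread between arrays, but that is what a call means and is no separate evidence. The scalings argue against normalization as the whole cause, because the median stayed at -0.366 or further from 0. A single outlying array is argued against as the whole cause by the medians with each array left out, which stayed at -0.461 or further from 0. The number called lower depended on the arrays. It was 31 without DJ-1 siRNA replicate 1 and 30 without DJ-1 siRNA replicate 3, where fewer arrays were compared. Less advanced muscle differentiation of the knockdown myotubes is a candidate explanation for the fall of Eno3 and Pfkm, and a fall of this list is what it needed. The list fell by the preset camera (9.6e-15) and by fry but not with the estimated correlation, so the evidence for the list as a whole depends on how probes that vary together are treated. The explanation may hold for part of the programme at most. Mef2c fell by 2.37 to 2.61 on the log2 scale on 3 probes, and a dim probe (ILMN_1220270, detected on 2 scramble arrays and 1 DJ-1 siRNA array) had a log2 fold change of -0.52 (adjusted p = 0.0421 from limma) and was called in 2 of 13 alternatives. Myog was not called on either of its probes (0.22 and -0.11, the latter 0.024 with the 75th percentile shift after background correction). An effect of DJ-1 loss and an effect of the siRNA on other transcripts were not separated, because 1 siRNA per group was used. Myosin heavy chain protein, which the paper measured in these myotubes (Supplementary Fig. 2d), was not analysed here.

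The interferon response list fell as well. Its median was -0.89 over 41 probes, with 32 called lower by limma (33 adjusted over the list alone). The number called higher was 0 by limma, 0 at an unadjusted p under 0.05 and 0 by the methods' t-test. Camera gave p = 4.41e-16 and fry p = 0.00111, and camera with the estimated correlation 0.0718 (0.319 after adjustment). The count of splits with as small a camera p, 1 of 10, cannot by itself exclude chance. The 32 called probes fell by more than the spread between arrays, but that is what a call means and is no separate evidence. The median stayed at -0.556 or further from 0 under the other scalings and at -0.802 or further from 0 with each array left out, which argues against either as the whole cause. With fewer arrays, 23 probes were called lower without DJ-1 siRNA replicate 1 and 26 without DJ-1 siRNA replicate 3. Cxcl10 fell by 2.68 and Isg15 fell by 1.67 on the log2 scale. An innate immune response to the transfected duplexes that differs between the siRNAs is a candidate explanation, and a shift of this list is what it needed. The shift passed with the preset camera (4.41e-16) and fry and not with the estimated correlation. No untransfected culture was analysed here, so a response to the scramble duplex and an effect of *Dj1* knockdown both stay open.

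HIF target genes outside glycolysis rose. Their median was 0.58 over 41 probes, with 22 called higher by limma (26 adjusted over the list alone). The number called lower was 0 by limma, 0 at an unadjusted p under 0.05 and 0 by the methods' t-test. Camera gave p = 4.83e-07 and fry p = 0.00515, and camera with the estimated correlation 0.202 (0.406 after adjustment). Of the 10 splits 2 had as small a camera p. The other split still holds part of the real difference, and fry gave 0.168 there, so this count decides nothing about chance. The 22 called probes rose by more than the spread between arrays, but that is what a call means and is no separate evidence. The median stayed at 0.401 or higher under the other scalings and at 0.425 or higher with each array left out. The number called higher was 13 without DJ-1 siRNA replicate 1 and 13 without DJ-1 siRNA replicate 3, where fewer arrays were compared. Ndrg1 rose by 1.46 and 1.64 and Car9 by 1.01 to 1.33 on the log2 scale. A broader HIF target programme is a candidate explanation for the rise of glycolysis genes, and a rise of this list is what it needed. The rise passed with the preset camera (4.83e-07) and fry and not with the estimated correlation. The paper reports no significant effect of *Hif1a* siRNA on the extracellular acidification rate in *Dj1* knockdown myotubes (Supplementary Fig. 5c), which is a measure of flux and not of these transcripts. The Hif1a probe was not called (log2 fold change 0.44, adjusted p = 0.191 from limma), except without scramble replicate 3 (0.69, adjusted p = 0.0246, of a range up to 0.428 over the alternatives).

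Oxidative phosphorylation genes were slightly lower, with a median of -0.11 over 108 probes, 14 called lower and 4 higher by limma, and 12 and 3 adjusted over the list alone. The adjusted p was 0.00173 from limma's camera (0.000988 before adjustment) and 0.0132 from fry, and without the 4 probes of genes that are not subunits camera gave 0.00145 after adjustment. The shift depended on the scaling. After background correction and the 75th percentile shift the median was 0.036 and the mean -0.016, and the adjusted p was 0.417, the largest over the alternatives, which began at 0.000744. The counts depended on the setting as well. With the trend in the prior variance 38 probes were called lower and 7 higher, and without DJ-1 siRNA replicate 1 these were 6 and 2. With the 75th percentile shift without background correction 12 were lower and 9 higher. In the main setting without the 4 probes of genes that are not subunits, 12 were lower and 2 higher. No biological explanation was tested.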

How the results depend on the processing

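The removal of genes that are not subunits from the oxidative phosphorylation list and the genes Ndrg1, Car9, Mef2c, Cxcl10, Isg15 and Myog were chosen after the results had been seen.

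The fall of Park7 was called under all 14 alternatives, with a log2 fold change from -1.24 to -1.003 and an adjusted p of at most 0.0206. The number of changed probes was within 1.5 times of 5387 under 12 alternatives. With no filter on dim probes it was 3519 (1908 higher and 1611 lower), with 45281 probes tested in place of 17890. With each array left out in turn it ran from 2564 to 5290, with 1392 to 2870 higher and 1172 to 2420 lower. Without DJ-1 siRNA replicate 1 it was 2564, of which 2535 were shared with the full set, and without DJ-1 siRNA replicate 3 it was 2718, of which 2680 were shared. Fewer arrays were compared there. The methods' t-test gave 3674 after Benjamini-Hochberg adjustment and 7026 at an unadjusted p under 0.05.

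Of the glycolysis probes, 9 were called with no filter, and 7 to 11 with each array left out, of which 6 to 10 were higher and 1 was lower in every case. The count was 7 without DJ-1 siRNA replicate 1 and without DJ-1 siRNA replicate 3, and 8 without scramble replicate 2 and without scramble replicate 3. The number called lower was 1 with the 75th percentile shift after background correction, 1 with the mean of the probes of each gene, 1 with no filter and 5 with the trend in the prior variance. The cause was not tested. The glycolysis set was shifted upwards under every alternative and passed the threshold in 16 of them, but not with the estimated correlation (p = 0.287), which allows for probes that vary together. Among the 16, the trend in the prior variance left the camera p at 0.014, the same as in the main setting. It left the camera p of every other list unchanged too, so it tells nothing about the stability of the set tests.

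Little pairing by replicate number was seen, since the deviations of same-numbered arrays from their group means correlated at 0.0537, 0.0474 and 0.0199. Pairing is not excluded, because arrays of different number in the 2 groups correlated at -0.0471 to -0.00375. The median signals of same-numbered scramble and DJ-1 siRNA arrays were also close (162.2 and 161, 167.4 and 166.9, 153.5 and 152.3). With the replicate number as a block, 4350 probes were called, and 1 glycolysis probe was called lower.

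Among the other lists, adjusted over the 7 lists, no call held with the estimated correlation (HIF targets 0.406, interferon response 0.319, muscle differentiation 0.319, oxidative phosphorylation 0.406). Under fry those 4 lists passed, and the NRF2 targets did too (0.0127). With no filter the NRF2 targets went from up to down (0.981) and the ATF4 and unfolded protein response list passed (0.0243). Oxidative phosphorylation did not pass with the 75th percentile shift after background correction (0.417) or without it (0.11). The cause was not tested.

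For the named probes, 1047 values under an alternative had the direction and side of the threshold of the reported value, 96 were no longer past it, 22 newly passed it and 33 changed sign. The probes that changed sign were not called in either case. With the 75th percentile shift after background correction they were Eno1 ILMN_2958159 (0.26), Ldhc ILMN_2665749 (-0.0027), Myog ILMN_2863674 (0.024), Ppia ILMN_1233954 (0.16), Ppia ILMN_1250983 (0.14), Sod2 ILMN_2650280 (0.054), Tfam ILMN_2603182 (0.023), TFB2M ILMN_2687148 (-0.0042), Tpi1 ILMN_1230137 (0.17) and Tpi1 ILMN_2932359 (0.014). With that shift without background correction they were Eno1 ILMN_2958159 (0.20), Ppia ILMN_1233954 (0.10), Ppia ILMN_1250983 (0.086), Srebf1 ILMN_2792089 (0.0027) and Tpi1 ILMN_1230137 (0.12). With single arrays left out, the sign differed between arrays for Eno1 ILMN_2958159 (-0.10 to 0.033), Ldha ILMN_1257965 (-0.0060 to 0.074), Ldhc ILMN_2665749 (-0.47 to 0.62), Pgam1 ILMN_2856157 (-0.0055 to 0.088), Pkm ILMN_2756041 (-0.044 to 0.13), Prkaa1 ILMN_1233439 (-0.084 to 0.34), Slc2a4 ILMN_1222333 (-0.15 to 0.44), Srebf1 ILMN_2792089 (-0.29 to 0.22), Tfam ILMN_2603178 (-0.052 to 0.21), Tfam ILMN_2603182 (-0.12 to 0.047), Tfb1m ILMN_2690441 (-0.010 to 0.16) and TFB2M ILMN_2687148 (-0.12 to 0.11). The cause was not tested. Signal over background limits the dim probes, which are the ones that the filter removes.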

Differences from the paper's values

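The unadjusted p of Ldha and Pgk1 were looked at after the results had been seen. The paper gives no array values in numbers. The values below are its quantitative RT-PCR bars in myotubes, read by eye, against the fold change of the gene's brightest probe on the arrays, as mRNA in DJ-1 siRNA myotubes relative to scramble. The errors of the paper are SEM, and the assay differs. For Park7, Eno2, Gapdh, Ldha, Pfkl and Pgk1 the values did not differ by the rule used (1.5 times and more than the larger error). Both parts had to be met, so values within the rule need not be equal. For Pgk1 the bar is about 1.5, read by eye, and the array gave 1.17. For Pfkl the bar is about 1.2, read by eye, and the bright probe gave 1.14, while the called dim probe gave 1.87.

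For Aldoa, the paper's bar is about 1.7 in Supplementary Fig. 5a, read by eye, and the array gave 1.12 on a bright probe (mean log2 signal 14.28). The value came within the rule with the 75th percentile shift with and without background correction, without scramble replicate 1 and without DJ-1 siRNA replicate 2, and not with the other alternatives. For Aldoc, the paper's bar is about 1.4 in Supplementary Fig. 5a, read by eye, and the array gave 2.49. Both scalings without background correction came within the rule, and the others did not. For Slc2a4, the paper's bar is about 2.1 in Supplementary Fig. 5a, read by eye, and the array gave 1.07 on a dim probe. No alternative came within the rule. The same holds for Tfam, with about 0.6 in Supplementary Fig. 6b, read by eye, and 1.06 on the array. For Ucp3, the paper's bar is about 2.1 in Fig. 4i, read by eye, and the array gave 1.38 on a probe detected on 1 of 3 scramble arrays, so that neither this fold change nor the difference is firm. It came within the rule without scramble replicate 3 and without DJ-1 siRNA replicate 3, and not otherwise. For Ppargc1a, the paper's bar is about 0.78 in Supplementary Fig. 6b, read by eye, and the array gave 1.21, which came within the rule with both scalings without background correction and without scramble replicate 2, and not otherwise. For genes of mitochondrial biogenesis the paper reports no change (Supplementary Fig. 6a,b), and neither Tfam (adjusted p = 0.718 from limma) nor Ppargc1a (adjusted p = 0.178) was called here, except Ppargc1a without scramble replicate 1 (adjusted p = 0.0481, of a range up to 0.398 over the alternatives).

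Fig. 3a shows 15 genes as past the threshold. Of these, 11 had a called probe here in the direction shown and 4 did not. Of the 11, Pfkm and Eno3 were lower. The genes were chosen for the heat map because they passed on these arrays, so the tally is no independent evidence for a general rise. The 4 are Ldha, Pgk1, Pgam1 and Aldoa, higher in the heat map. Ldha was at 0.03 on the log2 scale (adjusted p = 0.817) and no alternative called it after adjustment. The unadjusted p from limma, not an exact test, was 0.0417 with the 75th percentile shift after background correction and 0.0219 with that shift without it. Aldoa was called with the 75th percentile shift without background correction. Pgam1 (ILMN_1232278) was called with that shift and with the trend of the prior variance. Pgk1 (ILMN_2651886) was called with both 75th percentile shifts and with the trend, and another Pgk1 probe (ILMN_2797973) without scramble replicate 1. The unadjusted p of 2 Pgk1 probes was 0.0377 and 0.0385. For the genes with a called probe, the other probe of Pfkl and the brighter PKM2 probe were called with the 75th percentile shift without background correction, and the other probes of Pfkm with the trend.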

Other observations

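The tests of bright against dim probes were chosen after the result had been seen.

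Bright probes of glycolysis genes changed less than dimmer probes of the same gene. In 6 such genes the probes lie at least 2 apart on the log2 scale, with the 2 probes that the file lists under PKM2 taken as 1 gene. For 5 of them the dimmer probe was detected on every array, and in all 5 the brighter probe had the smaller log2 fold change in size. The dimmer probe of Pgk1 was not detected on any scramble array and is not counted. Compression of bright signals may contribute. In genes outside glycolysis with a changed dim probe, the log2 fold change of the brighter probe was a median of 0.35 of that of the dimmer probe where the brighter one lay at 13 or above (36 genes), and 0.64 where it lay between 9 and 12 (229 genes, permutation test, p = 0.0115). With only dimmer probes detected on every array these were 0.441 (32 genes) and 0.676 (172 genes, permutation test, p = 0.0324). With probes joined by their name in the file as well, as for PKM2, they were 0.415 (33 genes) and 0.642 (189 genes, permutation test, p = 0.0381). Different transcripts of a gene were not separated from this.

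The glycolysis set test gave as small a camera p on 2 of 10 splits of the arrays, the real one included, and the other split still holds part of the real difference, so this count decides nothing about chance. On that split limma's camera gave 0.00622 and fry gave 0.241.

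The cell cycle list had a median log2 fold change of 0.0036 and a mean of -0.078 over 54 probes, with 7 called lower and 1 higher by limma (6 and 0 adjusted over the list alone), and limma's camera pointed down with an adjusted p of 0.43 (0.369 before adjustment, fry 0.386). A residual population of dividing myoblasts as a possible explanation for the rise of glycolysis genes cannot be told apart from none by this list, whose members went both ways. The NRF2 target list had a median of 0.064 over 28 probes, with 6 called higher and 3 lower, the same adjusted over the list alone, and limma's camera gave 0.621 before and after adjustment (fry 0.00725 before it). Whether an NRF2 response to raised ROS took place stays open, because camera and fry differ and the members went both ways. The ATF4 and unfolded protein response list had a median of 0.29 over 45 probes, with 9 called higher and 5 lower, the same adjusted over the list alone, and limma's camera gave an adjusted p of 0.272 (0.195 before adjustment, fry 0.131). The counts of this list depended on the setting. They were 16 higher and 4 lower with quantile normalization and no background correction. Without DJ-1 siRNA replicate 1 they were 1 and 1, and without DJ-1 siRNA replicate 3 they were 1 and 2.

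Some genes that the paper measured in muscle tissue were measured here in myotubes. For muscle tissue the paper reports that antioxidant genes were not affected (Supplementary Fig. 4c) and that Il6 and Tnf were lower (Fig. 2e). In the myotubes, Il6 fell by 0.86 on the log2 scale (adjusted p = 0.0152 from limma), and was not called by the methods' t-test alone of 14 alternatives. Sod1 rose by 0.50 (adjusted p = 0.00941), called under all 14 alternatives. Hmox1 rose by 0.48 (adjusted p = 0.0244) and was not called with no filter or without any 1 of the DJ-1 siRNA replicates. Gpx1 fell by 0.37 (adjusted p = 0.0411), which was called in 5 of 14 alternatives and, with single arrays left out, only without scramble replicate 1. Sod2 was not called (-0.089, adjusted p = 0.581). Nos2, not detected on any scramble array, was at least 3.4-fold higher (adjusted p = 0.00291), and so was 1 probe of Cat, at least 1.54-fold (adjusted p = 0.00291), while its brighter probe was not called (0.25, adjusted p = 0.142). The bounds of Nos2 and Cat are for the main setting. Over the alternatives the log2 fold change was as low as 0.771 for Nos2 and 0.362 for this Cat probe. The difference between tissue and cells was not tested. Probes of Tnf did not pass the filter.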
